# Chromatin remodeler CHD8 is required for spermatogonial proliferation and early meiotic progression

**DOI:** 10.1093/nar/gkad1256

**Published:** 2024-01-16

**Authors:** Kenta Nitahara, Atsuki Kawamura, Yuka Kitamura, Kiyoko Kato, Satoshi H Namekawa, Masaaki Nishiyama

## Abstract

Meiosis is a key step during germ cell differentiation, accompanied by the activation of thousands of genes through germline-specific chromatin reorganization. The chromatin remodeling mechanisms underpinning early meiotic stages remain poorly understood. Here we focus on the function of one of the major autism genes, CHD8, in spermatogenesis, based on the epidemiological association between autism and low fertility rates. Specific ablation of *Chd8* in germ cells results in gradual depletion of undifferentiated spermatogonia and the failure of meiotic double-strand break (DSB) formation, leading to meiotic prophase I arrest and cell death. Transcriptional analyses demonstrate that CHD8 is required for extensive activation of spermatogenic genes in spermatogonia, necessary for spermatogonial proliferation and meiosis. CHD8 directly binds and regulates genes crucial for meiosis, including H3K4me3 histone methyltransferase genes, meiotic cohesin genes, HORMA domain-containing genes, synaptonemal complex genes, and DNA damage response genes. We infer that CHD8 contributes to meiotic DSB formation and subsequent meiotic progression through combined regulation of these meiosis-related genes. Our study uncovers an essential role of CHD8 in the proliferation of undifferentiated spermatogonia and the successful progression of meiotic prophase I.

## Introduction

Male infertility has recently become a major health problem, accounting for approximately 50% of total infertility (1,2). One of the major difficulties in deciphering the pathology of infertility is that we must understand a germ cell-specific differentiation process, namely meiosis. During the transition from mitosis to meiosis, chromatin undergoes structural reorganization, and its remodeling causes transcriptional activation of crucial spermatogenic genes (3–6). However, the mechanisms directing chromatin remodeling in meiosis remain poorly understood.

Several major chromatin remodeling factors, including SWI/SNF (7,8), ISWI (9) and INO80 (10,11), are required for the relatively late stage of meiotic prophase I (especially during and after the pachytene stage). Recent studies revealed that HELLS, a member of SWI/SNF chromatin remodeler, works with a histone methyltransferase PRDM9 to regulate programmed DNA double-strand breaks (DSBs) and its mutation results in differentiation arrest at the mid-pachytene stage (7,8). Further, another major chromatin remodeler—INO80—cooperates with polycomb group complex 2 and is required for DSB repair and meiotic progression after the pachytene stage (10,11). In addition, in fission yeast, Hrp1 and Hrp3, members of the chromodomain helicase DNA-binding protein (CHD) chromatin remodeling family, regulate transcription programs to alter chromatin structure and facilitate meiotic recombination (12). These lines of evidence highlight that progressive chromatin remodeling is required to generate haploid sperm.

The chromatin remodeler chromodomain helicase DNA-binding protein 8 (CHD8) is primarily known as an autism gene because it is frequently found mutated in individuals with autism spectrum disorder (ASD) (13–16). On the other hand, CHD8 has been reported to play an essential role in the development of various non-neural organs, such as hematopoietic stem cells (17,18), adipocytes (19), and intestinal cells (20). In this study, we sought to determine the function of CHD8 in spermatogenesis, in part because of the epidemiological association between intellectual disabilities including autism, and low fertility (21,22). In particular, reduced fertility rate is more substantial in male patients with ASD (22). To date, a relationship between ASD and low fertility remains to be elucidated, however. Therefore, revealing the role of CHD8 in spermatogenesis is of great importance.

We examined the function of CHD8 during spermatogenesis by establishing a germ-cell specific *Chd8* loss-of-function mouse model. We observed that *Chd8* ablation in germ cells leads to testicular atrophy and infertility. Upon closer inspection, CHD8-deficient germ cells exhibited two independent phenotypes: a gradual depletion of undifferentiated spermatogonia and acute differentiation arrest before the pachytene stage during meiotic prophase I. Transcriptional analyses demonstrated that CHD8 is required for extensive activation of spermatogenic genes in spermatogonia. We confirmed that CHD8 is associated with the activation of genes required for meiosis, namely H3K4me3 histone methyltransferase genes, meiotic cohesin genes, HORMA domain-containing genes, synaptonemal complex genes, and DNA damage response (DDR) genes. Our results uncover a crucial function of CHD8, regulating histone methyltransferases, meiotic chromosome axes, and DDR for the successful progression of meiosis prophase I.

## Materials and methods

### Mice

The generation of *Chd8*^F/–^ and *Chd8*^F/F^ mice was described previously (23). *Chd8*-floxed mice were generated by loxP sites flanking exons 11 to 13. Offspring were backcrossed onto the C57BL/6J line for at least nine generations. *Ddx4-Cre* and *Ddx4-CreER*^T2^ transgenic mice were described previously (24,25). *Ddx4-Cre*; *Chd8*^+/F^ male mice were crossed with *Chd8*^F/F^ female mice to produce *Ddx4-Cre*; *Chd8*^F/–^ male mice, and *Ddx4-CreER*^T2^; *Chd8*^+/F^ mice were crossed with *Chd8*^F/F^ mice to produce *Ddx4-CreER*^T2^; *Chd8*^F/F^ male mice. In all experiments, unless otherwise mentioned, *Ddx4-Cre*; *Chd8*^F/–^ mice were compared with *Ddx4-Cre*; *Chd8*^+/F^ littermates, and *Ddx4-CreER*^T2^; *Chd8*^F/F^ mice were compared with *Ddx4-CreER*^T2^; *Chd8*^+/F^ littermates.

Mice were genotyped by PCR analysis of genomic DNA with primers for *Chd8* (5′-CCCAAAAGACCAAATCAAACAAAC-3′, 5′-CCATAG GCTGAAGAACCGTAATTG-3′, and 5′-AGGCTT AGAAACCCGTCGAG-3′) and *Cre* (5′-AGGTTCGTTCACT CATGGA-3′ and 5′-TCGACCAGTTTAGTTACCC-3′) (26). All animals were maintained under specific pathogen-free conditions, and all experiments were performed under the approval of the Animal Care Committee of Kanazawa University (protocol no. KINDAI 6-2135).

### Tamoxifen treatment

To inducibly delete *Chd8* in adult male mice, 8-week-old *Ddx4-CreER*^T2^; *Chd8*^F/F^ male mice, as well as their littermate controls, were treated with tamoxifen. In short, tamoxifen (Sigma-Aldrich) was dissolved in corn oil (Sigma-Aldrich) to a final concentration of 20 mg/ml. Each mouse was intraperitoneally injected at a dose of 3.0 mg for five consecutive days. The day of the final injection was counted as 0 day post-tamoxifen (dpt).

### Fertility assessment

The reproductive ability of *Ddx4-Cre*; *Chd8*^F/–^ male mice in comparison with *Ddx4-Cre*; *Chd8*^+/F^ male littermates was measured as previously described (27). In brief, 8-week-old male mice were mated with two or three wild-type females of the same age up to 4 weeks. 16 days after the visual confirmation of vaginal plug, pregnant mice were sacrificed and litter sizes were measured.

### Sperm count

The evaluation of sperm number was performed as previously described (28). In short, a pair of epididymides of 8-week-old *Ddx4-Cre*; *Chd8*^F/–^ mice and their littermate controls were dissected and minced in HTF medium (FUJIFILM Irvine Scientific) for 20 min at 37°C. The fluid was collected near the peripherals. A total sperm count was assessed in the final suspension using a hemacytometer. For images, the sperm suspension was air-dried and the smear was stained with hematoxylin.

### Antibodies

A rat monoclonal antibody and a rabbit polyclonal antibody to CHD8 were produced as described previously and used for chromatin immunoprecipitation (ChIP) and immunoblot, respectively (23). Other antibodies used for immunofluorescence, immunoblot, ChIP, and MACS analyses included those to TRA98 (ab82527, Abcam), PLZF (Santa Cruz Biotechnology sc-28319 for immunofluorescence of cryosections, Abcam ab189849 for whole-mount immunostaining), GFRA1 (AF560, R&D Systems), Ki67 (550609, BD Biosciences), STRA8 (ab49602, Abcam), SYCP1 (ab15090, Abcam), SYCP3 (ab15093, Abcam), γH2AX (05-636, Millipore), DMC1 (sc-373862, Santa Cruz Biotechnology), HSP90 (610419, BD Biosciences), CD90.2/Thy1 (130-121-278, Miltenyi Biotec), CD117/c-Kit (130-091-224, Miltenyi Biotec) and H3K4me3 (ab8580, Abcam).

### Histology and immunohistochemistry

For hematoxylin-eosin staining, mouse testes were fixed overnight at 4°C with Bouin's solution. After embedding in paraffin, the sections (thickness of 4 μm) were deparaffinized and stained with hematoxylin and eosin.

For cryosectioning, mouse testes were fixed with 4% paraformaldehyde (PFA) for 4 hours. After dehydration overnight with 30% sucrose at 4°C, the samples were embedded in Tissue-Tek O.C.T. compound (Sakura Finetek) and frozen at −80°C. The cryosections (thickness of 7 μm) were rehydrated in PBS. The immunostaining samples for PLZF were autoclaved in sodium citrate buffer (10 mM sodium citrate, 0.05% Tween 20, pH 6.0) for 10 min at 121°C for antigen retrieval.

To immunostain single-cell-suspended samples, suspended cells were fixed with 1% PFA on Poly-L-Lysine-coated slides for 30 min. After washing with PBS, the slides were incubated with antibodies.

Whole-mount immunostaining was performed as previously described (29,30). In brief, after removal of tunica albuginea in PBS, seminiferous tubules were incubated with Dulbecco's modified Eagle's medium (DMEM) supplemented with 1 mg/ml collagenase (Wako) and 0.1 mg/ml DNase I (Wako) for 10 minutes at 37°C. The samples were then incubated with 4% PFA for 4 hour at 4°C. After washing with PBS, the tubules were treated with a graded methanol series (25, 50, 75, 95% and twice in 100% MeOH) for 10 min at room temperature, followed by permeabilization with a 4:1:1 mixed solution of MeOH/DMSO/H2O2 for 30 min at room temperature and rehydration with 50% MeOH, 25% MeOH and twice in PBS for 10 min each at room temperature.

Chromosome spread analysis was performed as previously described with minor modifications (31,32). Mouse testes were collected and detached from tunica albuginea in PBS. The seminiferous tubules were extracted in hypotonic buffer (30 mM Tris [pH 7.5], 17 mM trisodium citrate dihydrate and 50 mM sucrose). The cells were suspended in 100 mM sucrose and placed on slides in fixative buffer (1% PFA and 0.1% Triton X-100).

TUNEL assay was performed using the MEBSTAIN Apoptosis TUNEL Kit Direct (MBL 84445), according to the manufacturer's instructions.

Immunostaining samples, including the cryosections, single-cell-suspended samples, whole-mount samples, and chromosome spreads, were exposed to 3% BSA and 0.1% Triton X-100 before incubation overnight at 4°C with primary antibodies. After washing with PBS, the samples were incubated with Alexa Fluor 488– or Alexa Fluor 546–conjugated goat secondary antibodies (Thermo Fisher Scientific) for one hour at room temperature. The samples were counterstained by DAPI (Wako) and mounted with Fluoromount (Diagnostic BioSystems).

### Images

Images of hematoxylin-eosin staining were captured with All-in-One Microscope BZ-X800 (Keyence). The immunofluorescence and TUNEL assay images were captured with a laser-scanning confocal microscope (LSM700, Zeiss) and processed with ZEN imaging software (Zeiss) and ImageJ software (NIH). γH2AX signal intensity was measured by quantifying nuclear area after correcting the background signal using Fiji software (33).

### Immunoblot analysis

Total protein was extracted with a lysis buffer (50 mM Tris–HCl (pH 7.5), 150 mM NaCl, 0.5% Triton X-100), supplemented with protease inhibitor cocktail (Wako). The extracts were subjected to immunoblot analysis as previously described (19). Quantification of CHD8 protein abundance was performed by comparing it to the protein abundance of HSP90 (loading control) using Fiji software (33).

### Enrichment of spermatogonia populations

Isolation of spermatogonia was described previously (34,35). In summary, testes were collected in a dish containing DMEM. After detachment of tunica albuginea, the testes were digested with 1 mg/ml collagenase (Wako) for 20 min at 37°C to remove interstitial cells. The tubules were washed with DMEM and digested with 2.5 mg/ml trypsin and 0.1 mg/ml DNase I (Wako) for 20 min at 37°C. The reaction was stopped by adding DMEM supplemented with 10% fetal bovine serum. Cells were filtered with a 40-μm strainer to remove Sertoli cells, and the cell suspension was placed in a 24-well plate for 30 min to promote adhesion and precipitation of the remaining somatic cells. Cells in the supernatant were washed with MACS buffer (PBS supplemented with 0.5% BSA and 5 mM EDTA) and incubated with CD117/c-Kit MicroBeads (Miltenyi Biotec) for 15 min on ice. Cells were washed and resuspended with MACS buffer. After filtering with a 40-μm strainer, c-Kit^+^ cells were isolated using MS columns (Miltenyi Biotec). Cells in the flowthrough fraction were washed and incubated with CD90.2/Thy1 MicroBeads (Miltenyi Biotec) for 15 min on ice. Cells were washed and resuspended with MACS buffer. After filtering with a 40-μm strainer, Thy1^+^ cells were isolated using MS columns (Miltenyi Biotec). The purity of MACS-purified spermatogonia was confirmed by immunostaining, reverse transcription quantitative polymerase chain reaction (RT-qPCR), and RNA-seq analysis.

### RT-qPCR analysis and RNA-seq analysis

Thy1^+^ and c-Kit^+^ spermatogonia were isolated from the testes of three male pups at 10 dpp for each analysis. Total RNA was extracted from the enriched spermatogonia or the cells in the flow-through with the use of a PureLink RNA Mini Kit (Thermo Fisher Scientific).

For RT-qPCR analysis, the extracted RNA was subjected to reverse transcription with ReverTra Ace RT mix with gDNA remover (Toyobo). After synthesizing cDNA, real-time PCR analysis was conducted using Luna Universal qPCR Master Mix (New England Biolabs) in a Thermal Cycler Dice Real Time System III (Takara Bio). The quantitative data was normalized by the abundance of *Gapdh* mRNA. The PCR primers (sense and antisense, respectively) were as follows: *Gapdh*, 5′-GCCTGGAGAAACCTGCCAAGTATG-3′ and 5′-GAGTGGGAGTTGCTGTTGAAGTCG-3′; *Plzf*, 5′-CTGGGACTTTGTGCGATGTG-3′ and 5′- CGG TGGAAGAGGATCTCAAACA-3′; *Stra8*, 5′-ACAACCTA AGGAAGGCAGTTTAC-3′ and 5′-GACCTCC TCTAAGCTGTTGGG-3′.

For RNA-seq analysis, the preparation of a cDNA library and sequencing with the use of a NovaSeq 6000 system (Illumina) was conducted by Rhelixa Co., Ltd (Tokyo, Japan). The paired-end reads were trimmed with Trimmomatic (version 0.39), mapped against the mouse (mm10) genome with the use of HISAT2 (version 2.1.0), and counted with featureCounts (version 2.0.1).

Differential gene expression analysis was performed using edgeR (version 3.16) (Dataset S1) (36). We employed a quantile-adjusted conditional maximum likelihood method to estimate common and tagwise dispersions. An exact test for a single comparison was used to assess differential expression. The differential expression of genes with an absolute log_2_(fold-change) > 0.5 and false discovery rate (FDR) < 0.05 were considered significant.

GSEA was performed as previously described with GSEA software (version 4.3.2) (37). The gene sets for ‘SSC self-renewal ∼ initiation of differentiation’, ‘spermatogonial differentiation ∼ meiotic entry’, and ‘meiosis prophase I’ (Figure 5D, E, Dataset S2) were obtained from Hermann *et al.* (38) and ‘Cell cycle process’ and ‘E2F targets’ were obtained from the Molecular Signature Database (37). The groups of representative genes (Figure 5F, G) were obtained from Soh et al. (39) and Hermann et al (38). Gene ontology analysis was performed using DAVID web tools for differentially expressed genes. The gene ontology analysis of up-regulated genes in Thy1^+^ spermatogonia was omitted because no significant enrichment was confirmed due to the small number of up-regulated genes (20 genes).

### ChIP-seq analysis

ChIP-seq was performed essentially as described previously (23). For CHD8 ChIP-seq, we used Thy1^+^ and c-Kit^+^ spermatogonia from three male mice of *Ddx4-Cre*; *Chd8*^+/F^ and *Ddx4-Cre*; *Chd8*^F/–^ at 10 dpp or unsorted testicular cells from three wild-type male mice at 12 dpp. For H3K4me3 ChIP-seq, we used c-Kit^+^ spermatogonia from three male mice of *Ddx4-Cre*; *Chd8*^+/F^ and *Ddx4-Cre*; *Chd8*^F/–^ at 10 dpp. Two biological replicates and three biological replicates were generated for each spermatogonial sample and unsorted testicular sample, respectively. The extracted DNA was size-selected with AMPure XP (Thermo Fisher Scientific) and an E-gel electrophoresis system (Thermo Fisher Scientific). We prepared a DNA library with a ThruPLEX DNA-Seq kit (Takara Bio). The library was sequenced with the use of a NovaSeq 6000 system (Illumina). The paired-end reads were trimmed with Trimmomatic (version 0.39) and mapped against the mouse (mm10) genome with the use of bowtie2 (version 2.4.5), and duplicated reads were removed with SAMtools (version 1.14).

For the identification of significant peaks, ChIP data was compared with matched input control using MACS2 peak caller (version 2.2.7.1, with the option ‘-p 1e-5–gsize mm–nomodel–extsize 160’). Peak annotation was performed with ChIPseeker (version 1.34.1). Overlaps of ChIP peaks and significantly down-regulated genes were intersected with bedtools (version 2.30.0). Average aggregate profiles and heatmaps were created using deepTools (version 3.5.1) (40). Briefly, bigwig coverage files were created using the ‘bamCompare’ tool with normalization using a method of signal extraction scaling (41). The files were converted to the average aggregate profiles and heatmaps using the ‘computeMatrix’ tool with maxThreshold 1000 and ‘plotHeatmap’ tool. The enrichment of chromatin occupancy at specific loci was visualized using the IGV genome browser (version 2.13.1). The locations of PRDM9-dependent and PRDM9-independent DSB hotspot centers were determined as previously described using SPO11-oligos (42) and PRDM9 ChIP-seq analysis (43).

The distribution probabilities of the overlapping gene lists were calculated using the R package phyper. The Pearson correlation between biological replicates of CHD8 ChIP-seq profiles (bin = 10 kb) in Thy1^+^ and c-Kit^+^ spermatogonia and box plot analysis of CHD8 binding amount in fragments per kilobase of transcript per million mapped reads (FPKM) was generated using SeqMonk (Babraham Institute, version 1.48.1).

### Statistical analyses

Quantitative data are shown as mean ± SEM. Statistical analysis by the unpaired two-tailed Student's *t* test, Welch's *t* test, and the Mann–Whitney *U* test was performed with Microsoft Excel software. Data were assumed to be normally distributed, otherwise the Mann–Whitney *U* test was applied. *P* value and FDR of <0.05 were considered statistically significant. Although no statistical power analysis was performed beforehand, our sample sizes were in accordance with those generally adopted in the field (31,32,34,35,44).

## Results

### CHD8 is highly expressed in spermatogonia and is indispensable for spermatogenesis

To understand which tissues CHD8 is expressed in, we first compared the levels of CHD8 protein in multiple organs. Unsurprisingly, as one of the major autism-causing proteins, CHD8 was highly expressed in the nervous system, in the cerebrum and cerebellum. It was also expressed in the testes (Figure 1A). Additional immunoblot analysis revealed that CHD8 was particularly enriched in Thy1^+^ undifferentiated spermatogonia and c-Kit^+^ differentiating spermatogonia among testicular subpopulations (Figure 1B). This implies that CHD8 is likely to have a distinct function in the spermatogonial population in testes.

**Figure 1.**
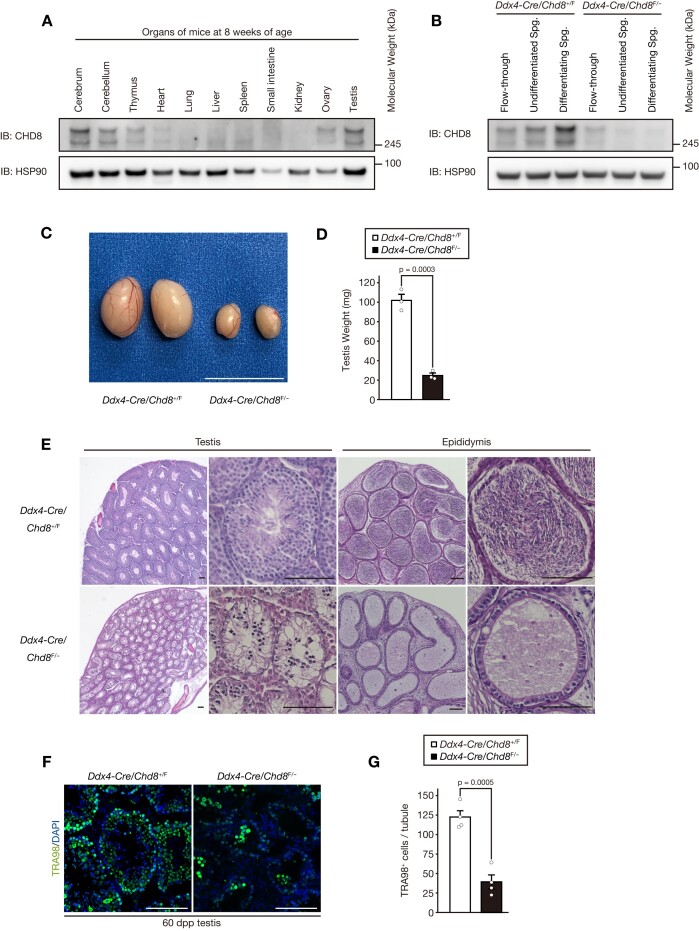
CHD8 is highly expressed in spermatogonia and is indispensable for spermatogenesis. (**A**) Immunoblot analysis of CHD8 and HSP90 (loading control) was performed for the indicated organs of wild-type mice at 8 weeks of age. (**B**) Immunoblot of CHD8 and HSP90 (loading control) was performed for flow-through, undifferentiated spermatogonia, and differentiated spermatogonia from the mice of the indicated genotypes at 8 weeks of age. (**C**) Appearance of testes collected from the mice of the indicated genotypes at 8 weeks of age. Scale bar, 1 cm. (**D**) Testicular weight of the mice of the indicated genotypes (*n* = 3 per genotype) at 8 weeks of age. (**E**) Hematoxylin-eosin staining of the testes and epididymides from the mice of the indicated genotypes at 8 weeks of age. Scale bars, 100 μm. (**F**) Immunofluorescence staining of TRA98 in the testes from the mice of the indicated genotypes at 8 weeks of age. Scale bar, 100 μm. (**G**) Quantification of the number of cells positive for TRA98 per tubule in images as in (F) (*n* = 4 per genotype). All data are means ± SEM. *P* values are calculated using the two-tailed Student's *t* test. Spg., spermatogonia.

Since global deletion of *Chd8* results in embryonic lethality (45), we adopted a conditional knockout mouse model in which *Chd8* alleles are floxed and removed by Cre recombinase (23). By crossing male *Ddx4-Cre*; *Chd8*^+/F^ mice with *Chd8*^F/F^ females, we generated *Ddx4-Cre*; *Chd8*^F/–^ male mice to achieve *Chd8* ablation in the germline from embryonic day 15.5 (Supplementary Figure S1A) (25). Immunoblot verified that CHD8 was efficiently deleted in mutant spermatogonial cells (Figure 1B). Adult mice with germline-specific *Chd8* deletion displayed apparent atrophy of testes and infertility (Figure 1C and D, Supplementary Figure S1B). Histological analysis confirmed a severe defect in spermatogenesis and the loss of post-meiotic spermatids or sperm in the testes and epididymides of adult *Ddx4-Cre*; *Chd8*^F/–^ mice (Figure 1E). Immunofluorescence analyses of *Chd8*-ablated testicular sections verified a decrease in the number of germ cells (i.e. TRA98^+^ cells) (Figure 1F and G). These findings suggest that CHD8 protein is enriched in spermatogonia and that CHD8 is essential for spermatogenesis.

### CHD8 regulates the proliferation of spermatogonial stem cells (SCCs)

Based on the expression profile of enriched CHD8 protein in spermatogonia, we initially investigated the role of CHD8 in the SSC pool. From 7 to 60 days post-partum (dpp), the number of PLZF^+^ undifferentiated spermatogonia progressively decreased in *Chd8* ablated testes relative to controls (Figure 2A and B).

**Figure 2.**
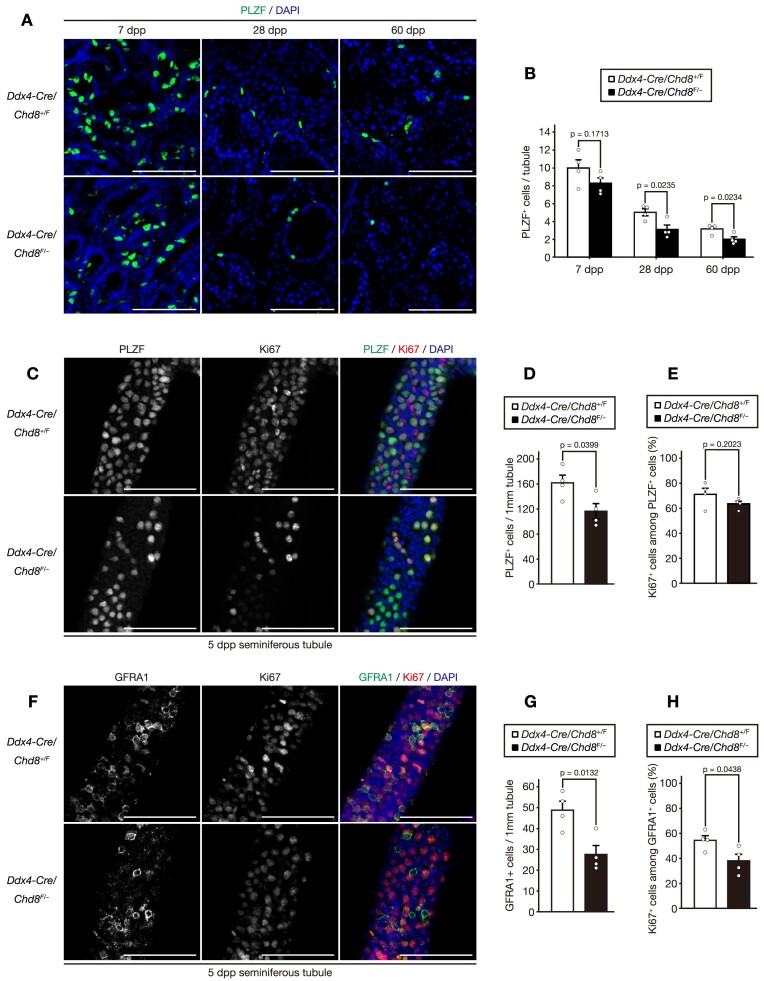
CHD8 regulates proliferation of spermatogonial stem cells (SCCs). (**A**) Immunofluorescence staining of PLZF in the testes from the mice of the indicated genotypes at 7, 28 and 60 dpp. Scale bars, 100 μm. (**B**) Quantification of the number of the cells positive for PLZF per tubule in images as in (A) (*n* = 4 per genotype). (**C**) Whole-mount immunofluorescence staining of PLZF and Ki67 in the seminiferous tubule from the mice of the indicated genotypes at 5 dpp. Scale bars, 100 μm. (**D**) Quantification of the number of the cells positive for PLZF per 1mm tubule length in images as in (C) (*n* = 4 per genotype). (**E**) Quantification of the number of the cells positive for Ki67 among PLZF + cells in the seminiferous tubules in images as in (C) (*n* = 4 per genotype). (**F**) Whole-mount immunofluorescence staining of GFRA1 and Ki67 in the seminiferous tubule from the mice of the indicated genotypes at 5 dpp. Scale bars, 100 μm. (**G**) Quantification of the number of cells positive for GFRA1 per 1mm tubule length in images as in (F) (*n* = 4 per genotype). (**H**) Quantification of the number of the cells positive for Ki67 among GFRA + cells in the seminiferous tubules in images as in (F) (*n* = 4 per genotype). All data are means ± SEM. *P* values are calculated using the two-tailed Student's *t* test. Dpp, days post-partum.

To examine this phenotype in detail, we performed a whole-mount immunofluorescence analysis at 5 dpp to evaluate undifferentiated spermatogonia prior to initial spermatogonial differentiation caused by the first wave of spermatogenesis. The number of PLZF^+^ cells was, indeed, significantly reduced in the *Chd8* mutant tubules (Figure 2C and D). Cells positive for GFRA1 (a marker for cells with stem-cell characteristics within undifferentiated spermatogonia) (30,46) were also decreased in number in CHD8-deficient tubules (Figure 2F and G). We also analyzed the proliferative capability of undifferentiated spermatogonia by staining them for the active cell cycle marker Ki67. Although the proportion of PLZF^+^ cells in the cell cycle (Ki67^+^) did not differ between the CHD8-deficient tubules and the controls (Figure 2E), fewer *Chd8* mutant GFRA1^+^ cells were actively dividing, as measured by Ki67 positivity (Figure 2H). We confirmed that the proportion of GFRA1^+^/PLZF^+^ cells was comparable between the two groups (Supplementary Figure S2A and B). These findings suggest that CHD8’s function is associated with active cell division of undifferentiated spermatogonia. Taken together, *Chd8* ablation results in gradual depletion of SSC cell number due to a reduction in the number of cells that are actively proliferating.

### Loss of CHD8 leads to arrest before pachytene of meiotic prophase I and subsequent cell death

We next analyzed the role of CHD8 during SSC differentiation. We first measured the number of cells that were positive for STRA8, a marker of differentiating spermatogonia and preleptotene spermatocytes (47). The number of STRA8^+^ cells was comparable between *Chd8*-ablated testes and the controls (Supplementary Figure S3A and B). Immunoblot analysis, however, revealed that throughout development, CHD8-deficient testes had low levels of SYCP3, a major component of meiotic chromosome axes (32,48), while a greater enrichment of SYCP3 was observed in the controls from 14 dpp onwards (Figure 3A). These results indicate that *Chd8* ablation resulted in the depletion of germ cells expressing SYCP3.

**Figure 3.**
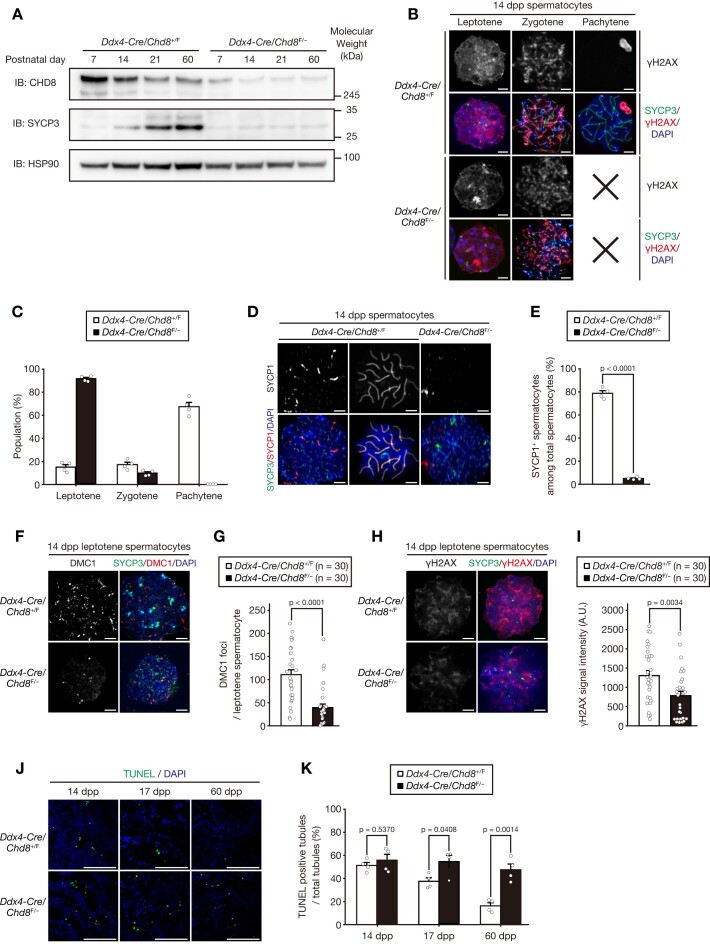
Loss of CHD8 leads to arrest before pachytene of meiotic prophase I and subsequent cell death. (**A**) Immunoblot analysis of CHD8, SYCP3 and HSP90 (loading control) was performed for the testes from the mice of the indicated genotypes at 7, 14, 21 and 60 dpp. (**B**) Immunofluorescence staining of SYCP3 and γH2AX in the spermatocytes from the mice of the indicated genotypes at 14 dpp. × denotes no cell entry in the indicated category. Scale bars, 5μm. (**C**) Quantification of the number of cells in each indicated meiotic phase as in (B) (*n* = 4 per genotype). (**D**) Immunofluorescence staining of SYCP3 and SYCP1 in the spermatocytes from the mice of the indicated genotypes at 14 dpp. Scale bars, 5 μm. (**E**) Quantification of the number of the cells positive for SYCP1 among total spermatocytes in images as in (D) (*n* = 4 per genotype). (**F**) Immunofluorescence staining of SYCP3 and DMC1 in leptotene spermatocytes from the mice of the indicated genotypes at 14 dpp. Scale bars, 5 μm. (**G**) Quantification of the number of DMC1^+^ foci per leptotene spermatocyte in images as in (F) (*n* = 30 per genotype). (**H**) Immunofluorescence staining of SYCP3 and γH2AX in leptotene spermatocytes from the mice of the indicated genotypes at 14 dpp. Scale bars, 5 μm. (**I**) Quantification of γH2AX signal intensity in images as in (H) (*n* = 30 per genotype). (**J**) TUNEL assay in the testes from the mice of the indicated genotypes at 14, 17 and 60 dpp. Scale bars, 100 μm. (**K**) Quantification of the number of tubules containing TUNEL positive cells among total tubules in images as in (J) (n = 4 per genotype). All data are means ± SEM. *P* values are calculated using the two-tailed Student's t test (C, E and K) or the Mann–Whitney *U* test (G and I). Dpp, days post-partum. A.U., arbitrary unit.

To elucidate the role of CHD8 in meiotic progression, we performed a chromosome spread analysis at 14 dpp, when most spermatocytes in the first wave of murine spermatogenesis reach the pachytene stage of meiotic prophase I (32,49). While the majority of control spermatocytes advanced to a pachytene stage, most *Chd8*-ablated spermatocytes were arrested at the leptotene stage, and none reached the pachytene stage (Figure 3B and C). This meiotic arrest during meiotic prophase I was also confirmed in CHD8-deficient spermatocytes of adult mice (Supplementary Figure S3C and D). This acute differentiation arrest was confirmed by a decrease in the number of SYCP1 (a marker for the central element of synaptonemal complex (32,48)) positive cells in *Chd8*-mutant spermatocytes (Figure 3D and E), indicating that CHD8 is essential for synapsis formation and subsequent progression in meiotic prophase I. Moreover, the γH2AX signal intensity and the number of DMC1 foci were reduced in CHD8-deficient spermatocytes at the leptotene stage (Figure 3F–I), suggesting that CHD8 deficiency causes the failure of meiotic DSB formation and subsequent homologous recombination.

Next, we performed a TUNEL staining analysis to trace the fate of *Chd8*-ablated spermatocytes after arrest in meiotic prophase I. Although the number of TUNEL-positive cells was similar at 14 dpp between the control and mutant testes, TUNEL positivity was significantly higher in *Chd8*-ablated testes compared to control testes at 17 and 60 dpp (Figure 3J and K). This significant increase of cell death at 17 dpp, the stage at which the second wave of spermatogenesis has not initiated meiosis (44,50), implies that CHD8-deficient first-wave spermatocytes underwent cell death in the middle of meiotic prophase I, especially at the mid-pachytene stage. Collectively, CHD8-deficient germ cells fail to differentiate at an early stage of meiotic prophase I, followed by consequent cell death (Supplementary Figure S3E).

### CHD8 is essential for the maintenance of adult spermatogenesis through two distinct functions

Since male reproductive organs continuously generate mature gametes from the SSC pool, we proceeded to examine the role of CHD8 in adult spermatogenesis. For this purpose, we used tamoxifen-inducible Cre recombinase under the control of the *Ddx4* promoter (i.e. *Ddx4-CreER*^T2^) (24). After treatment of 8-week-old male mice with tamoxifen (Figure 4A), acquired deletion of *Chd8* in germ cells (*Ddx4-CreER*^T2^; *Chd8*^F/F^) resulted in gradual testicular atrophy and a defect in sperm production (Figure 4B–D). We confirmed that the CHD8 protein level significantly declined from 7 dpt and thereafter (Supplementary Figure S4A and B). In a detailed evaluation, we initially observed an acute depletion of spermatocytes after the zygotene stage of meiotic prophase I as early as 14 dpt and thereafter (Figure 4E and F). The number of mature sperm in an epididymis started to decrease at 28 dpt (Supplementary Figure S4C and D). Given that germ cells require approximately 20 days to become mature sperm after completion of meiosis (50,51), the loss of mature sperm at 28 dpt can be viewed as a direct result of the meiotic arrest.

**Figure 4.**
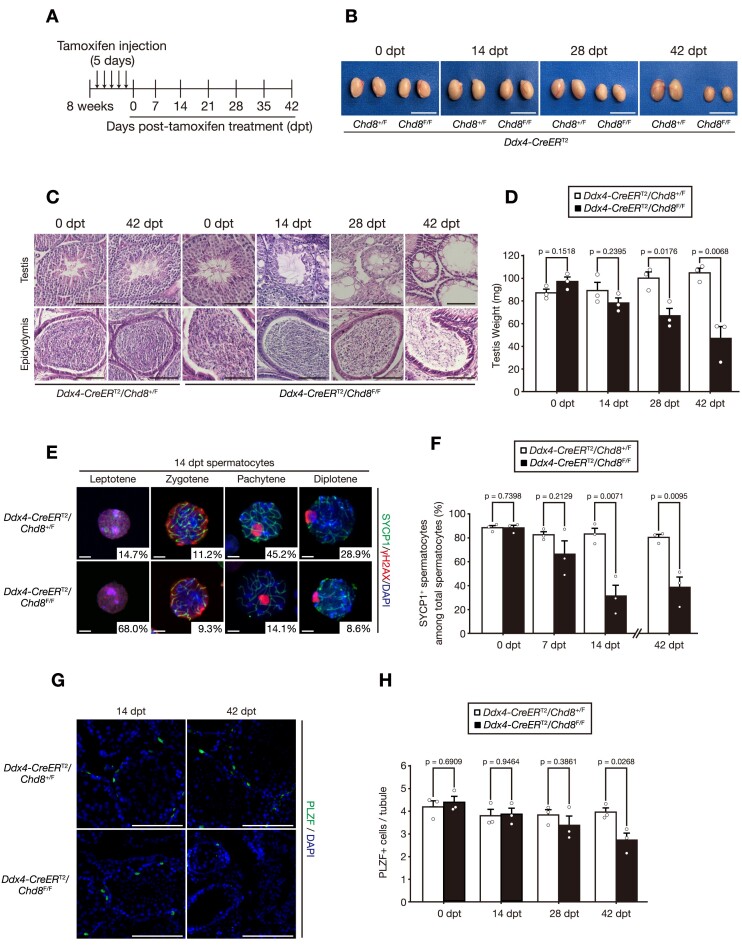
CHD8 is essential for the maintenance of adult spermatogenesis through two distinct functions. (**A**) Schematic strategy of inducible *Chd8* deletion by tamoxifen injection to mice at 8 weeks of age for 5 consecutive days. (**B**) Appearance of the testes collected from the mice of the indicated genotypes at each indicated date after tamoxifen treatment. Scale bar, 1 cm. (**C**) Hematoxylin–eosin staining of the testes and epididymides of mice with the indicated genotypes at each indicated date after tamoxifen treatment. Scale bars, 100 μm. (**D**) Testicular weight in mice with the indicated genotypes (*n* = 3 per genotype) at each indicated date after tamoxifen treatment. (**E**) Immunofluorescence staining of SYCP3 and γH2AX in spermatocytes from mice of the indicated genotypes at 14 dpt. The numbers represent the mean proportion at each meiotic phase among total spermatocytes (*n* = 3 per genotype). Scale bars, 5 μm. (**F**) Quantification of the number of the cells positive for SYCP1 among total spermatocytes in images at each indicated date after tamoxifen treatment (*n* = 3 per genotype). (**G**) Immunofluorescence staining of PLZF in the testes from the mice of the indicated genotypes at each indicated date after tamoxifen treatment. Scale bars, 100 μm. (**H**) Quantification of the number of the cells positive for PLZF per tubule in images as in (G) (*n* = 3 per genotype). All data are means ± SEM. *P* values are calculated using the two-tailed Student's *t* test. Dpt, days post-tamoxifen.

The number of *Chd8*-inducibly-deleted undifferentiated spermatogonia (PLZF^+^ cells), on the other hand, remained comparable with the control until 28 dpt, followed by a significant decrease at 42 dpt (Figure 4G and H). These findings (gradual loss of undifferentiated spermatogonia occurring after the acute depletion of meiotic cells after pachynema in CHD8-defient germ cells) indicate that CHD8 has two independent critical functions in two different differentiation phases, namely undifferentiated spermatogonia and meiotic spermatocytes. Collectively, CHD8 plays two crucial but independent roles in the maintenance of adult spermatogenesis, preserving the SSC population and safeguarding the progression of meiotic prophase I.

### CHD8 is associated with the extensive activation of spermatogenic genes, including stem cell, spermatogonial differentiation, and meiosis-related genes

These findings (protein enrichment of CHD8 in spermatogonia, gradual exhaustion of *Chd8*-mutant undifferentiated spermatogonia, and acute arrest of *Chd8*-mutant spermatocytes at an early phase in meiotic prophase I) imply that the crucial function of CHD8 in spermatogenesis is in spermatogonia. 

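The transcriptomes of 12 libraries were analysed, with 3 libraries each of control (*Ddx4-Cre*; *Chd8* +/F) and mutant (*Ddx4-Cre*; *Chd8* F/-) Thy1+ and c-Kit+ cells from testes at 10 dpp. By the surface antigens Thy1 and c-Kit, magnetic beads retained cells that the paper treats as undifferentiated and as differentiating spermatogonia, respectively. The authors aligned the trimmed paired-end reads to the mouse genome (mm10), counted them on the RefSeq exons of 27179 genes and deposited these counts without normalization. The total count ranged from 36477172 to 45396233 (median 36759776) in control Thy1+ libraries and from 32266861 to 43622645 (median 38387798) in mutant Thy1+ libraries. It ranged from 32937873 to 33967558 (median 33339991) in control c-Kit+ libraries and from 34161385 to 40810316 (median 34335854) in mutant c-Kit+ libraries. Between 65.6% and 69.6% of the values from 1 to 19 were even, an excess that arises when both reads of a fragment are counted, so the number of independent fragments is smaller than the totals. Counts were compared between genotypes within each population by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization and removal of genes with low counts by edgeR's filterByExpr. A gene was called at the paper's thresholds of FDR under 0.05 and an absolute log2 fold change over 0.5. Expression is given as edgeR's CPM after TMM normalization, as the mean ± SD of 3 libraries, and each log2 fold change with its standard error (SE). Where libraries were treated as paired and a fit with the replicate number as a block (blocked fit) changed a call named here, its value is given as well. The paper's own edgeR exact test was run as an alternative.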

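The targeted gene, *Chd8* (gene ID 67772; chromosome 14, 52198151 to 52237572), had 12415, 10016 and 9339 counts in the control Thy1+ libraries of replicates 1, 2 and 3, and 10966, 11293 and 8243 counts in the mutant Thy1+ libraries. In c-Kit+ spermatogonia it had 9032, 10677 and 9441 counts in control libraries, and 10303, 12963 and 10249 counts in mutant libraries. Its level was 264 ± 10.2 CPM in control and 270 ± 19.5 CPM in mutant Thy1+ libraries, and 292 ± 23.1 CPM in control and 305 ± 9.59 CPM in mutant c-Kit+ libraries. The log2 fold change was 0.03 (SE 0.09, FDR = 0.896) in Thy1+ and 0.06 (SE 0.07, FDR = 0.491) in c-Kit+ spermatogonia by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Leaving out mutant replicate 1 gave −0.03 in Thy1+ spermatogonia. Recombination removes only exons 11 to 13 of *Chd8*, *Snord8* lies within it on the same strand, and the controls also carry a floxed allele. Counts summed over the whole gene therefore cannot show the deletion and do not check the genotype labels.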

To analyze gene expression changes in spermatogonia after *Chd8* depletion, we performed RNA sequencing (RNA-seq) for Thy1^+^ undifferentiated spermatogonia and c-Kit^+^ spermatogonia purified from testicular cells at 10 dpp using magnetic-activated cell sorting (MACS). 

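Between the control libraries of the 2 populations, the gene of the sorting antigen *Thy1* (gene ID 21838) had 0.689 ± 0.253 CPM in c-Kit+ and 12.9 ± 1.60 CPM in Thy1+ spermatogonia, a log2 fold change of 4.22 (SE 0.27, FDR = 2.4e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Kit* (gene ID 16590) had 669 ± 49.6 CPM in c-Kit+ and 293 ± 111 CPM in Thy1+ spermatogonia, with a log2 fold change of −1.19 (SE 0.24, FDR = 0.00701, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 17350 genes tested, 3594 were called higher in Thy1+ and 1229 higher in c-Kit+ spermatogonia, with a biological coefficient of variation of 18.5%. The second number moved most between the fits that left out 1 library each: it was 625 without control c-Kit+ replicate 2 and 2002 without control Thy1+ replicate 2. Scaling by library size only in place of TMM normalization gave 3252 and 1851 genes, so that 63.7% rather than 74.5% of the called genes were higher in Thy1+ spermatogonia. The controls also contained transcripts of genes on marker lists of somatic testis cells. *Col3a1*, on the stromal list, was higher in Thy1+ libraries, with a log2 fold change of 2.36 (SE 0.11, FDR = 1.7e-05, edgeR's quasi-likelihood test). Normalized within each population, its control level was 4342 ± 419 CPM in Thy1+ and 916 ± 52.7 CPM in c-Kit+ libraries. *Dazl*, on the germ cell list, had 753 ± 189 CPM in Thy1+ and 1230 ± 131 CPM in c-Kit+ spermatogonia. Genes called between the populations need therefore not differ within spermatogonia, which is the paper's name for both sorted fractions.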

The purity of Thy1^+^ undifferentiated spermatogonia and c-Kit^+^ spermatogonia purified by MACS was confirmed by immunostaining, RT-qPCR analysis, and RNA-seq analysis (Supplementary Figure S5A–G), and found to be largely consistent with high purity as reported in the previous studies (34,35). Our RNA-seq analysis demonstrated that *Chd8* ablation resulted in extensive gene expression changes in spermatogonia, while the change was more profound in c-Kit^+^ cells (Figure 5A and B). 

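In Thy1+ spermatogonia, 17416 genes were tested and 0 were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a lowest FDR of 0.141, whereas 2151 genes had an unadjusted p under 0.05 against 870.8 by chance. In c-Kit+ spermatogonia, 3812 of 17134 genes were called and 8191 had an unadjusted p under 0.05. The median absolute log2 fold change of all tested genes was 0.20 in Thy1+ and 0.30 in c-Kit+ spermatogonia. The Thy1+ libraries of a genotype also varied more, with a biological coefficient of variation of 20.9% against 12.1%. The blocked fit lowered these to 8.30% and 9.83% and called 1414 genes in Thy1+ and 3992 genes in c-Kit+ spermatogonia. A test of the difference between both effects, in a single fit of the 12 libraries without a block, called 0 of 18002 genes (lowest FDR = 0.236, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 64 genes by DESeq2), while 1804 genes had an unadjusted p under 0.05. With the replicate number as a block, 446 genes passed, but the libraries of this fit were not treated as paired.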

We observed that 20 and 2758 genes were up-regulated in *Chd8* mutant Thy1^+^ and c-Kit^+^ spermatogonia, respectively (Figure 5C). 

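By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes were called up-regulated in mutant Thy1+ spermatogonia, where 812 genes rose with an unadjusted p under 0.05, and 2542 genes were called up-regulated in mutant c-Kit+ spermatogonia. The edgeR exact test, the paper's method, called 20 and 2758 genes, and the latter included all 2542. The blocked fit, which moved the Thy1+ number most, called 558 genes in Thy1+ spermatogonia, among them all 20 of the exact test, and 2705 genes in c-Kit+ spermatogonia. The 6 fits that each left out 1 library called 0 genes in Thy1+ and between 2087 and 2735 genes in c-Kit+ spermatogonia. Among the called genes with the largest increases in c-Kit+ spermatogonia, *Tnfrsf11b* (gene ID 18383; chromosome 15, 54250619 to 54278484) had 0.824 ± 0.406 CPM in control and 3.14 ± 0.257 CPM in mutant libraries, and *Hsd17b1* (gene ID 15485; chromosome 11, 101078411 to 101080505) had 2.14 ± 0.777 CPM in control and 7.96 ± 0.147 CPM in mutant libraries. Their log2 fold changes were 1.93 (SE 0.36, FDR = 0.00228) and 1.90 (SE 0.25, FDR = 4.6e-04), respectively, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The increase of *Srp54b* (gene ID 665155; chromosome 12, 55155104 to 55189213) is uncertain, because reads can be shared between its paralogs. Its level was 3.33, 22.7 and 1.68 CPM in the mutant libraries of replicates 1, 2 and 3, against 0.662 ± 0.165 CPM in control libraries, and leaving out mutant replicate 2 lowered its log2 fold change from 3.81 to 1.91.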

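Mouse Reactome pathways of 10 to 500 tested genes were examined in place of gene ontology terms, by Fisher's exact test (one-sided) with Benjamini-Hochberg adjustment against all tested genes. In the 2542 genes up-regulated in mutant c-Kit+ spermatogonia, 56 of 899 pathways were over-represented. Extracellular matrix organization held 98 of these genes among its 214 tested genes, against 31.8 expected (FDR = 1.4e-24, Fisher's exact test with Benjamini-Hochberg adjustment). Integrin cell surface interactions held 35 of 75 genes against 11.1 expected (FDR = 9.2e-09), and Signaling by VEGF held 18 of 99 genes against 14.7 expected (FDR = 0.704, Fisher's exact test). With the background limited to genes that are in a pathway, the alternative that moved the number most, 30 pathways passed. No gene was called up-regulated in Thy1+ spermatogonia, and the 20 genes called by the exact test gave 0 of 906 pathways, of which 15 had an unadjusted p under 0.05. The 558 genes of the blocked fit gave 6 pathways. Pathways were tested on these other calls after the data had been examined. Extracellular matrix organization was the pathway with the lowest p among them, with 23 of 212 genes (FDR = 3.1e-04, Fisher's exact test). Of the 62 tested genes on marker lists of somatic testis cells, 43 were among the genes up-regulated in c-Kit+ spermatogonia and 0 among the down-regulated genes.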

Gene ontology analysis of these up-regulated genes in c-Kit^+^ spermatogonia showed spermatogenesis-unrelated gene categories, including cell adhesion and angiogenesis, possibly reflecting the function of CHD8 in suppressing the expression of non-lineage-specific genes (Supplementary Figure S5H). On the other hand, we confirmed down-regulation of 274 genes in Thy1^+^ and 1377 genes in c-Kit^+^ CHD8-deficient cells (Figure 5C). 

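By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes were called down-regulated in mutant Thy1+ spermatogonia, where 1339 genes fell with an unadjusted p under 0.05, and 1270 genes were called down-regulated in mutant c-Kit+ spermatogonia. The edgeR exact test called 274 and 1377 genes, and the latter included all 1270. In Thy1+ spermatogonia, DESeq2 called 326 genes, a fit of the 12 libraries together 236 genes, and the blocked fit 856 genes, among them all 274 of the exact test. Leaving out control replicate 1 gave 10 genes in Thy1+ spermatogonia, and leaving out any other library gave 0. In c-Kit+ spermatogonia, the number was between 1039 and 1409 when 1 library was left out, and 3139 genes passed without a minimum on the fold change. The called genes with the largest decreases were *Gal3st1* (gene ID 53897; chromosome 11, 3983636 to 3999328), with 15.0 ± 3.43 CPM in control and 0.487 ± 0.124 CPM in mutant c-Kit+ libraries, *Prss50* (gene ID 235631; chromosome 9, 110857967 to 110864628), with 136 ± 41.8 CPM in control and 6.02 ± 1.57 CPM in mutant libraries, and *Ly6k* (gene ID 76486; chromosome 15, 74796874 to 74799968), with 36.0 ± 11.5 CPM in control and 2.23 ± 0.357 CPM in mutant libraries. Their log2 fold changes were −4.93, −4.50 and −4.00 (SE 0.28, 0.24 and 0.24), with FDR = 2.4e-05, 2.9e-05 and 3.4e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In Thy1+ spermatogonia their log2 fold changes were −3.49, −3.64 and −3.68, and the blocked fit called them (FDR = 4.4e-05, 3.4e-08 and 1.3e-06, edgeR).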

Notably, gene ontology analyses of these down-regulated genes in both Thy1^+^ and c-Kit^+^ cells showed terms associated with meiosis, while ‘stem cell maintenance’ was only associated with Thy1^+^ cells. 

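In the 1270 genes down-regulated in mutant c-Kit+ spermatogonia, 8 Reactome pathways were over-represented. The pathway Meiosis held 23 of these genes among 67 tested genes against 4.97 expected (FDR = 1.7e-07, Fisher's exact test with Benjamini-Hochberg adjustment), and Cell Cycle held 71 of 476 genes against 35.3 expected (FDR = 4.8e-06). Meiotic synapsis (14 of 50 genes) and Meiotic recombination (11 of 37 genes) also passed, each listed under a pair of spellings. For Thy1+ spermatogonia, the 274 genes called down-regulated by the exact test gave 0 pathways, while 20 had an unadjusted p under 0.05, among them Meiosis with 6 of 67 genes against 1.05 expected. The 856 genes of the blocked fit gave 1 pathway, Meiosis, with 14 of 67 genes against 3.29 expected (FDR = 0.00336, Fisher's exact test with Benjamini-Hochberg adjustment). No pathway name in the collection refers to stem cell maintenance. Of the 9 representative genes for SSC self-renewal and initiation of differentiation, 9 were lower in mutant Thy1+ libraries, 8 of them with an unadjusted p under 0.05, and 6 were lower in mutant c-Kit+ libraries, 2 of them called.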

Terms associated with the DDR, such as ‘Cellular response to DNA damage stimulus’ and ‘DNA repair’, were only present in c-Kit^+^ cells (Supplementary Figure S5I and J). These findings suggest that CHD8 selectively activates the transcriptional programs necessary for early-stage spermatogenesis at each spermatogonial stage.

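The Reactome pathway DNA Repair held 16 of the genes down-regulated in c-Kit+ spermatogonia among 135 tested genes, against 10.0 expected (FDR = 1, Fisher's exact test with Benjamini-Hochberg adjustment). Homologous Recombination Repair held 6 of 16 genes against 1.19 expected (FDR = 0.0617), and DNA strand elongation, a step of replication, held 9 of 32 genes against 2.37 expected (FDR = 0.0434, Fisher's exact test). In Thy1+ spermatogonia, DNA Repair held 0 of the 274 genes called down-regulated by the exact test, against 2.11 expected, and 6 of the 856 genes of the blocked fit, against 6.59 expected. *Atm* and *Brca1* act in the DDR. In the fit of the 12 libraries without a block, the log2 fold change in c-Kit+ minus that in Thy1+ spermatogonia was −0.28 (SE 0.23, FDR = 0.734) for *Atm* and −0.19 (SE 0.24, FDR = 0.845) for *Brca1* by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.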

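Of the genes called in c-Kit+ spermatogonia, 3765 were also tested in Thy1+ spermatogonia, and 3589 of these (95.3%) changed in the same direction in both. Taken in the direction of the c-Kit+ change, their median log2 fold change was 0.84 in c-Kit+ and 0.37 in Thy1+ spermatogonia. The share with the same direction was not simulated without an effect of genotype. Control libraries of the same replicate number correlated between the populations (0.134 to 0.298 after subtraction of the group means), so both comparisons are not independent. The genes called down-regulated by the blocked fit in Thy1+ spermatogonia included 476 of the 1270 genes called in c-Kit+ spermatogonia, and its up-regulated genes included 417 of the 2542. From the gene ontology terms of the down-regulated genes in each population, the paper proposes that CHD8 selectively activates the programs needed at each stage of early spermatogenesis.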

**Figure 5.**
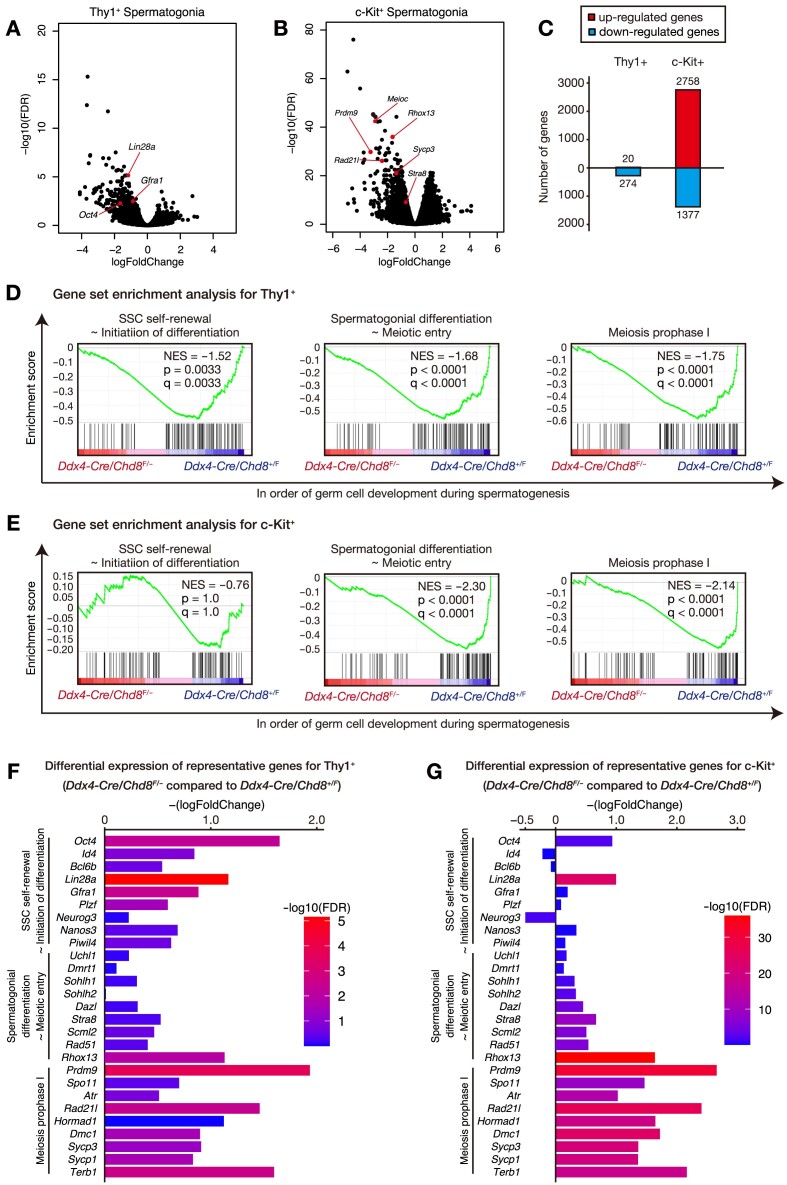
CHD8 is associated with the extensive activation of spermatogenic genes, including stem cell, spermatogonial differentiation, and meiosis-related genes. (A and B) Volcano plots for differentially expressed genes in Thy1^+^ (**A**) and c-Kit^+^ (**B**) spermatogonia of *Ddx4-Cre*; *Chd8*^F/–^ mice compared with *Ddx4-Cre*; *Chd8*^+/F^ mice at 10 dpp (*n* = 3 per genotype). (**C**) The number of differentially expressed genes in Thy1^+^ and c-Kit^+^ spermatogonia. (D and E) GSEA plot of gene expression change among genes specific to three spermatogenic phases in Thy1^+^ (**D**) and c-Kit^+^ (**E**) spermatogonia. (**F** and **G**) Gene expression change of representative genes in three spermatogenic phases in Thy1^+^ (F) and c-Kit^+^ (G) spermatogonia of *Ddx4-Cre*; *Chd8*^F/–^ mice compared with *Ddx4-Cre*; *Chd8*^+/F^. Differentially expressed genes were defined as genes with an absolute log_2_(fold-change) > 0.5 and FDR < 0.05. FDR, false discovery rate. Dpp, days post-partum. NES, net enrichment score.

To understand the gene expression patterns of the individual stages of spermatogenesis, we performed a gene set enrichment analysis (GSEA) for genes selectively expressed in the three stages of early-stage spermatogenesis, namely ‘SSC self-renewal ∼ initiation of differentiation’, ‘spermatogonial differentiation ∼ meiotic entry’, and ‘meiosis prophase I’ (38). The GSEA revealed that transcriptional activities in all three categories were widely down-regulated in *Chd8* deficient spermatogonia, except for the initial phase of the ‘SSC self-renewal ∼ initiation of differentiation’ phase in c-Kit^+^ cells (Figure 5D and E), possibly due to the low expression level of SSC-related genes in CHD8 control c-Kit+ cells (Supplementary Figure S5G), without much room for further down-regulation. 

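The sets of Dataset S2 were tested with limma's camera at a preset correlation of 0.01 between genes, as a two-sided test with Benjamini-Hochberg adjustment over 5 sets per population. In Thy1+ spermatogonia, the median log2 fold change was −0.10 for the SSC set (71 of 99 tested genes lower in mutant libraries, FDR = 0.00390), −0.13 for the set from spermatogonial differentiation to meiotic entry (66 of 97 lower, FDR = 1.5e-04) and −0.091 for meiosis prophase I (59 of 99 lower, FDR = 0.00223, limma's camera). In c-Kit+ spermatogonia, it was −0.10 for the SSC set (70 of 99 lower, FDR = 0.00355), −0.27 for the differentiation set (81 of 97 lower, FDR = 2.6e-13) and −0.22 for meiosis prophase I (74 of 99 lower, FDR = 3.3e-07, limma's camera). With the correlation estimated from the data, which moved the FDR most, none of the 5 sets passed in Thy1+ spermatogonia (lowest FDR = 0.642), and only the differentiation set passed in c-Kit+ spermatogonia (FDR = 0.0458, limma's camera). The rotation test fry called all 5 sets in c-Kit+ and 0 in Thy1+ spermatogonia, where none had an unadjusted p under 0.05. The median of the SSC set in Thy1+ spermatogonia was 0.02 without control replicate 2 and −0.02 without mutant replicate 1. Preranked GSEA on the quasi-likelihood statistics gave normalized enrichment scores of −1.63, −1.99 and −1.85 in Thy1+ and −1.74, −2.89 and −2.32 in c-Kit+ spermatogonia, in the same order of sets. In the control libraries, the median expression of the SSC set was 98.9 CPM in c-Kit+ and 86.9 CPM in Thy1+ spermatogonia, and 66 of its 99 genes were higher in c-Kit+ spermatogonia. The 8 tested genes of the germ cell list were also higher there (median log2 fold change −0.35, Thy1+ minus c-Kit+). The level of the SSC set per germ cell can therefore not be told from these values. The paper gives a low level of SSC-related genes in control c-Kit+ cells, shown for the representative genes, as a possible reason why they fell little further there.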

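In mutant Thy1+ spermatogonia, 709 of the 1200 tested genes of the set Cell cycle process were lower, with a median log2 fold change of −0.051 (FDR = 0.0436, limma's camera with Benjamini-Hochberg adjustment), and 134 of the 199 genes of the set E2F targets were lower, with a median of −0.083 (FDR = 0.00483, limma's camera). Their normalized enrichment scores were −1.501 and −1.85. Without control replicate 2 the medians were 0.0016 and 0.02, and without mutant replicate 1 they were −0.03 and −0.02. Cell cycle process also lost its call without control replicate 3 or mutant replicate 3 (−0.05 in both fits), and E2F targets without mutant replicate 3 (−0.05). In the blocked fit, both sets passed the threshold (FDR = 0.00506 and 2.5e-05, limma's camera). In mutant c-Kit+ spermatogonia, 750 of 1196 and 168 of 199 tested genes of these sets were lower, with medians of −0.11 (FDR = 1.7e-04) and −0.22 (FDR = 2.0e-12, limma's camera). The germ cell list had lower medians than every gene set tested here, −0.38 in mutant Thy1+ and −0.34 in mutant c-Kit+ spermatogonia. Camera compares a set with all other genes, so a smaller share of germ cells in the mutant libraries could also give such calls. That explanation stays open for the decreases of these sets and of the SSC, differentiation and meiosis prophase I sets.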

We also confirmed significant down-regulation of ‘Cell Cycle Process’ and ‘E2F targets’ in *Chd8*-mutant Thy1^+^ cells (Supplementary Figure S5K and L), consistent with our previous observation that *Chd8* ablation results in the impairment of cell-cycle activities in undifferentiated spermatogonia.

To analyze the data in detail, we then examined the expression of individual representative genes in early-stage spermatogenesis. 

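All 27 representative genes had lower counts in mutant than in control Thy1+ libraries (median log2 fold change −0.69), but 0 were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, while 19 had an unadjusted p under 0.05. Adjusted over the list alone, 16 passed. Adjusted over each group of 9 genes by itself, 7 genes passed for SSC self-renewal, 1 for differentiation and 9 for meiosis prophase I. The study showed this list for these libraries, so this is not independent evidence. The blocked fit called 18 of the 27 genes and the exact test called 11. Leaving out control replicate 1 gave 1 gene, *Prdm9* (FDR = 0.00736, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In c-Kit+ spermatogonia, 24 genes were lower and 15 were called down-regulated, with the same 15 when adjusted over the list alone. These 15 held all 9 genes for meiosis prophase I, with log2 fold changes from −2.66 to −1.02. *Neurog3* was called up-regulated (0.67, FDR = 0.0461, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost in 5 of the 6 fits that left out 1 library each. In Thy1+ spermatogonia, *Oct4*, listed as *Pou5f1* (gene ID 18999; chromosome 17, 35506032 to 35510777) and overlapping other annotated genes, had 8.69 ± 4.15 CPM in control and 2.77 ± 0.914 CPM in mutant libraries. *Lin28a* (gene ID 83557; chromosome 4, 134003330 to 134018816) had 139 ± 21.1 CPM in control and 61.8 ± 15.7 CPM in mutant libraries, *Prdm9* (gene ID 213389; chromosome 17, 15543079 to 15563323) had 25.6 ± 14.0 CPM in control and 6.69 ± 0.886 CPM in mutant libraries, and *Rad21l* (gene ID 668929; chromosome 2, 151645404 to 151668533) had 17.7 ± 7.74 CPM in control and 6.42 ± 1.73 CPM in mutant libraries. Their log2 fold changes were −1.65, −1.17, −1.93 and −1.46 (SE 0.41, 0.19, 0.42 and 0.36), with FDR = 0.249, 0.163, 0.220 and 0.247 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The blocked fit gave FDR = 2.1e-04, 5.9e-07, 6.1e-05 and 4.1e-06 by edgeR's test. In c-Kit+ spermatogonia, *Pou5f1* had 4.03 ± 1.10 CPM in control and 2.11 ± 0.537 CPM in mutant libraries, *Lin28a* 131 ± 4.56 CPM in control and 65.5 ± 4.34 CPM in mutant libraries, *Prdm9* 77.6 ± 26.3 CPM in control and 12.3 ± 2.32 CPM in mutant libraries and *Rad21l* 43.7 ± 13.0 CPM in control and 8.23 ± 1.80 CPM in mutant libraries. The log2 fold changes were −0.93, −0.995, −2.66 and −2.40 (SE 0.28, 0.07, 0.23 and 0.22), with FDR = 0.0225, 7.6e-05, 1.4e-04 and 1.5e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The call of *Pou5f1* was lost without control replicate 2 and without mutant replicate 3. No group of control libraries overlapped the mutant group for these 4 genes in either population. Chance gives this for 10% of genes when 3 libraries face 3, but the paper named these 4 for their decrease in these libraries, so the 10% is no reference for them.

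**Figure D1:**
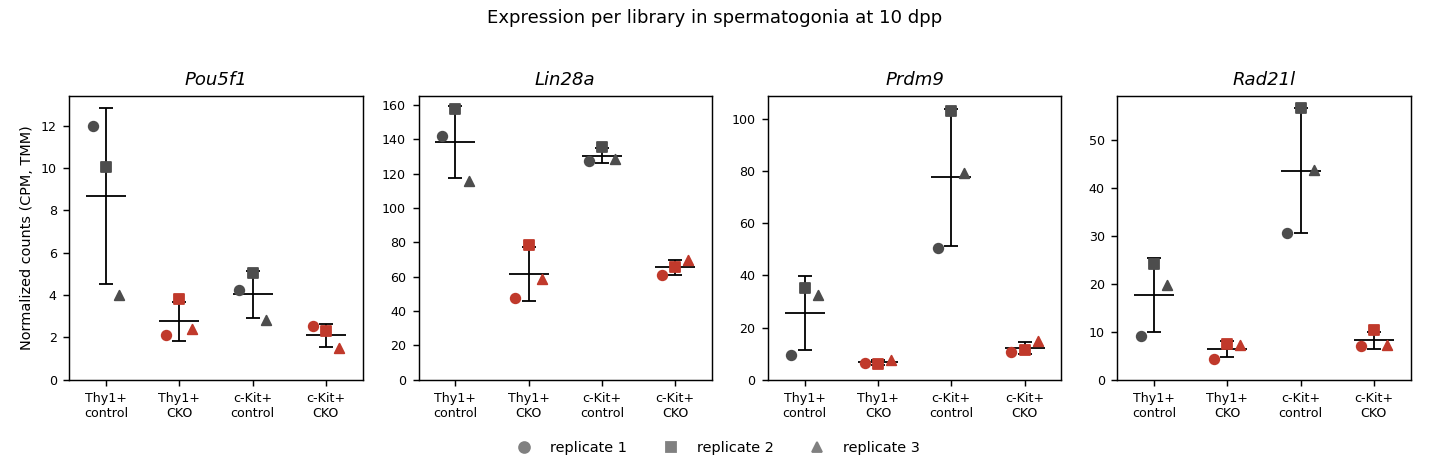
Expression of *Pou5f1* (*Oct4*), *Lin28a*, *Prdm9* and *Rad21l* in control and mutant Thy1+ and c-Kit+ spermatogonia. The vertical axis gives CPM after TMM normalization within each population and starts at 0, each point is 1 library with a marker shape for its replicate number, and black bars give the mean ± SD of 3 libraries. All mutant libraries lie below all control libraries of the same population for each of the 4 genes.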

While most selected genes were down-regulated by *Chd8* ablation in Thy1^+^ and c-Kit^+^ spermatogonia, steep down-regulation was observed among stem cell-related genes, such as *Oct4* and *Lin28a*, as well as extensive down-regulation in meiosis-related genes, such as *Prdm9* and *Rad21l* (Figure 5F and G). Taken together, the loss of CHD8 in germ cells resulted in extensive down-regulation of spermatogonial genes, especially genes related to stem cells and meiosis.

### CHD8 transcriptionally regulates H3K4me3 histone methyltransferase, meiotic chromosome axis proteins, and DDR proteins to safeguard meiotic progression

To obtain mechanistic insight into the relationship between CHD8 and spermatogonial gene expression, we performed ChIP-seq analysis of CHD8 in Thy1^+^ and c-Kit^+^ spermatogonia at 10 dpp with antibodies to CHD8. A substantial fraction of the CHD8 binding sites resided within ± 1 kb of the transcription start sites (TSSs) in *Ddx4-Cre*; *Chd8*^+/F^ spermatogonia, whereas CHD8 peaks were barely detected in *Ddx4-Cre*; *Chd8*^F/–^ spermatogonia (Figure 6A–C, Supplementary Figure S6A). The reproducibility of the CHD8 ChIP-seq analysis was confirmed by two independent biological replicates (Supplementary Figure S7A, B).

**Figure 6.**
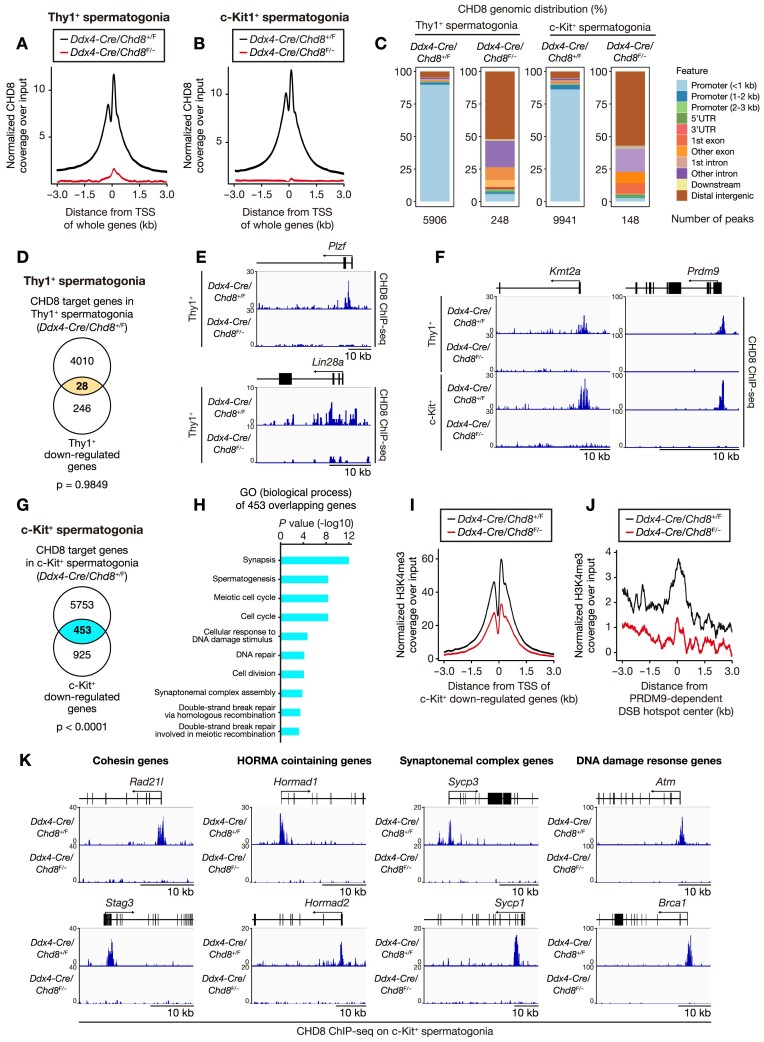
CHD8 transcriptionally regulates H3K4me3 histone methyltransferase, meiotic chromosome axis proteins, and DDR protein responses to safeguard meiotic progression. (A and B) Signal density of CHD8 peaks relative to TSSs of whole genes determined by ChIP-seq analyses of (**A**) Thy1^+^ and (**B**) c-Kit^+^ spermatogonia from the mice of the indicated genotypes. (**C**) Composition of CHD8 binding peaks determined by ChIP-seq analyses. (**D**) Venn diagram showing overlap between CHD8 target genes (4038 genes) determined by CHD8 ChIP-seq analysis in Thy1^+^ spermatogonia of *Ddx4-Cre*; *Chd8*^+/F^ and genes whose expression is down-regulated in Thy1^+^ spermatogonia (274 genes) of *Ddx4-Cre*; *Chd8*^F/–^ mice compared with *Ddx4-Cre*; *Chd8*^+/F^ mice. (**E**) CHD8 ChIP-seq data at *Plzf* and *Lin28a* genes in Thy1^+^ spermatogonia from the mice of the indicated genotypes, viewed in the Integrative Genomic Viewer browser. (**F**) CHD8 ChIP-seq data at histone methyltransferase genes in Thy1^+^ and c-Kit^+^ spermatogonia from the mice of the indicated genotypes, viewed in the Integrative Genomic Viewer browser. (**G**) Venn diagram showing overlap between CHD8 target genes (6206 genes) determined by CHD8 ChIP-seq analysis in c-Kit^+^ spermatogonia of *Ddx4-Cre*; *Chd8*^+/F^ and genes whose expression is down-regulated in c-Kit^+^ spermatogonia (1378 genes) of *Ddx4-Cre*; *Chd8*^F/–^ mice compared with *Ddx4-Cre*; *Chd8*^+/F^ mice. (**H**) Gene ontology analysis of the 453 overlapping genes shown in (G). (**I**) Signal density for H3K4me3 ChIP-seq peaks relative to TSSs of genes whose expression was down-regulated in c-Kit^+^ spermatogonia from the mice of the indicated genotypes. (**J**) Signal density for H3K4me3 ChIP-seq peaks relative to PRDM9-dependent DSB hotspot centers in c-Kit^+^ spermatogonia from the mice of the indicated genotypes. (**K**) CHD8 ChIP-seq data for cohesin genes, HORMA domain-containing genes, synaptonemal complex genes, and DDR genes in c-Kit^+^ spermatogonia from mice of the indicated genotypes viewed in the Integrative Genomic Viewer browser. Dpp, days post-partum. DSB, double-strand break. *P* values are calculated using the ‘phyper’ function in R.

To determine how CHD8 regulates genes involved in SCC maintenance and meiotic progression, we analyzed the ChIP-seq results using differentially expressed genes detected in the RNA-seq (both Thy1^+^ and c-Kit^+^ cells). Of 4038 genes to whose TSSs CHD8 bound in Thy1^+^ spermatogonia, we found that 28 genes were down-regulated in Thy1^+^ spermatogonia in the RNA-seq (Figure 6D, Dataset S3). 

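The 28 genes of the Thy1+ list in Dataset S3 were all lower in mutant Thy1+ libraries, with log2 fold changes from −1.93 to −0.53 and a median of −0.68. Among all tested genes, 0 of the 28 were called (FDR from 0.163 to 0.297, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone, all 28 passed, but the study chose these genes by their change in these libraries, so this is not independent evidence. The blocked fit and the exact test called all 28, DESeq2 called 25, and the fit of the 12 libraries together called 22. Without control replicate 1, only *Prdm9* was called. CHD8 binding was not analysed here.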

Although the number of overlapping genes of Thy1^+^ was proportionally small, most of these overlapping genes are common to the CHD8-bound genes in all three independent ChIP-seq analyses (i.e. CHD8 ChIP-seq on Thy1^+^ spermatogonia, c-Kit^+^ spermatogonia, and unsorted testicular cells) (Supplementary Figure S6B), suggesting that the overlap was not caused by mere coincidence. 

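*Plzf*, listed as *Zbtb16* (gene ID 235320; chromosome 9, 48654297 to 48835945), had 215 ± 27.0 CPM in control and 143 ± 20.5 CPM in mutant Thy1+ libraries, a log2 fold change of −0.59 (SE 0.14, FDR = 0.232, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called in the blocked fit (FDR = 4.3e-05, edgeR) and passed FDR under 0.05 in the exact test. In c-Kit+ spermatogonia its log2 fold change was −0.09 (SE 0.07). *Lin28a* fell in Thy1+ spermatogonia in each of the 6 fits that left out 1 library, with log2 fold changes from −1.399 to −1.010. The H3K4me3 methyltransferase gene *Kmt2a* (gene ID 214162; chromosome 9, 44803355 to 44881274) had 321 ± 44.0 CPM in control and 198 ± 10.1 CPM in mutant Thy1+ libraries, a log2 fold change of −0.70 (SE 0.12, FDR = 0.163, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was called in the blocked fit (FDR = 4.7e-06, edgeR).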

We confirmed that the overlapping 28 genes contain *Plzf* and *Lin28a* (Figure 6E), required for SSC maintenance and proliferation (52,53), as well as H3K4me3 histone methyltransferase genes (Figure 6F). Moreover, in Thy1^+^ ChIP-seq, we observed that CHD8 binds to the TSSs of E2F target genes (Supplementary Figure S6C, D). 

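In Thy1+ spermatogonia, *Atad2* (gene ID 70472; chromosome 15, 58094047 to 58135082) had 140 ± 13.9 CPM in control and 93.9 ± 5.88 CPM in mutant libraries, and *Smc4* (gene ID 70099; chromosome 3, 69004972 to 69034623), within which *Mir15b* and *Mir16-2* lie on the same strand, had 178 ± 27.4 CPM in control and 116 ± 3.80 CPM in mutant libraries. Their log2 fold changes were −0.57 (SE 0.11, FDR = 0.163) and −0.62 (SE 0.12, FDR = 0.186) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The blocked fit called both (FDR = 4.1e-06 and 6.3e-06, edgeR). In c-Kit+ spermatogonia, where both were called, the log2 fold changes were −1.02 and −1.36 (FDR = 5.1e-04 and 1.7e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).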

CHD8 particularly binds to the TSSs of *Atad2* and *Smc4*, two E2F targets in the overlapping 28 genes (54,55) (Supplementary Figure S6E).

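The c-Kit+ list of Dataset S3 has 453 genes, of which 451 matched a gene in the count table. All 451 were lower in mutant c-Kit+ libraries, with log2 fold changes from −4.50 to −0.50 and a median of −0.69, and 442 were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The exact test called all 451, as did the quasi-likelihood test adjusted over the list alone. The study selected these genes for their decrease in these libraries, so the calls are not independent evidence.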

Of 6206 genes whose TSSs CHD8 bound to in c-Kit^+^ spermatogonia, we found that 453 genes were down-regulated in c-Kit^+^ spermatogonia in the RNA-seq (Figure 6G, Dataset S3). Within the 6206 CHD8 bound genes, CHD8 binding enrichment was similar when comparing the 5753 non-dysregulated genes and 453 down-regulated ones. Gene ontology analysis of the 453 overlapping genes revealed meiosis-related terms, including meiotic cell cycle, synaptonemal complex, and DSB repair as well as DDR (Figure 6H), whereas gene ontology analysis of the 5753 CHD8-bound but non-dysregulated genes showed only spermatogenesis-unrelated terms (Supplementary Figure S6G). This indicates that CHD8 binds to the TSSs of both cell type-nonspecific genes and cell type-specific genes, but its mutation causes down-regulation only in the cell type-specific genes.

In further analysis of the 453 overlapping genes of c-Kit^+^, we identified H3K4me3 histone methyltransferase genes, *Kmt2a* and *Prdm9* (Figure 6F), responsible for creating histone H3 lysine4 trimethylation (H3K4me3) near TSSs to activate gene transcription (56) and selectively depositing H3K4me3 at DSB sites during meiotic recombination (57,58), respectively. 

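*Kmt2a* had 318 ± 36.3 CPM in control and 186 ± 16.0 CPM in mutant c-Kit+ libraries, a log2 fold change of −0.77 (SE 0.09, FDR = 3.1e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the 6 fits that each left out 1 library, the log2 fold change stayed between −0.84 and −0.68 for *Kmt2a* and between −2.89 and −2.41 for *Prdm9*. Both were called in each of these fits.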

We therefore carried out an additional ChIP-seq analysis of H3K4me3 in the c-Kit^+^ spermatogonia of *Ddx4-Cre*; *Chd8*^F/–^ mice and *Ddx4-Cre*; *Chd8*^+/F^ mice at 10 dpp. H3K4me3 ChIP-seq analysis revealed that binding was decreased at the TSSs of significantly down-regulated genes in RNA-seq of c-Kit + spermatogonia (Figure 6I, Supplementary Figure S6H) as well as at DSB hotspots bound by PRDM9 (43) and SPO11 (detected by SPO11-bound oligonucleotides [SPO11-oligos]) (42) (Figure 6J, Supplementary Figure S6I). We observed that H3K4me3 peaks at PRDM9-independent DSB hotspots were also decreased (Supplementary Figure S6J), possibly due to the down-regulation of meiosis-nonspecific H3K4me3 histone methyltransferase activities. Furthermore, the marked reduction of H3K4me3 accumulation was confirmed around TSSs of genes down-regulated in *Chd8*-mutant spermatogonia, including *Lin28a*, *Stra8*, and *Dmc1*, which are crucial for SSC proliferation, spermatogonial differentiation, and meiotic progression, respectively (Supplementary Figure S6K) (51–53,58).

In addition to H3K4me3 histone methyltransferase genes, the 453 overlapping genes of c-Kit + include genes essential for the completion of meiosis prophase I. CHD8 binds to the promoters of meiotic cohesin genes (i.e. *Rad21l* and *Stag3*), HORMA domain-containing genes (i.e. *Hormad1* and *Hormad2*), synaptonemal complex genes (i.e. *Sycp3* and *Sycp1*), and DDR genes (i.e. *Atm* and *Brca1*) (Figure 6K). These meiotic chromosome axis genes and DDR genes cooperate with PRDM9 to contribute to the formation of meiotic DSB formation (59,60), in agreement with the function of CHD8 during meiosis (Figure 3H, I). These results indicate that CHD8 is associated with the activation of genes crucial for SCC proliferation and meiotic progression at each differentiation phase, namely Thy1^+^ and c-Kit^+^ spermatogonia.

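In c-Kit+ spermatogonia, the cohesin gene *Stag3* (gene ID 50878; chromosome 5, 138280509 to 138312393) had 491 ± 91.1 CPM in control and 216 ± 12.6 CPM in mutant libraries, a log2 fold change of −1.19 (SE 0.11, FDR = 1.8e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Hormad1* (gene ID 67981; chromosome 3, 95559677 to 95587671) had 85.6 ± 24.7 CPM in control and 27.4 ± 2.89 CPM in mutant libraries and *Hormad2* (gene ID 75828; chromosome 11, 4346383 to 4441082) had 23.7 ± 5.58 CPM in control and 9.27 ± 0.472 CPM in mutant libraries, with log2 fold changes of −1.64 and −1.35 (FDR = 2.4e-04 and 3.3e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Sycp3* (gene ID 20962; chromosome 10, 88459587 to 88473236), which overlaps *Chpt1* on the opposite strand, had 170 ± 38.8 CPM in control and 65.9 ± 2.71 CPM in mutant libraries, and *Sycp1* (gene ID 20957; chromosome 3, 102818499 to 102936100) had 330 ± 79.3 CPM in control and 129 ± 8.61 CPM in mutant libraries. Both had a log2 fold change of −1.36 (FDR = 1.9e-04 and 2.1e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The DDR genes *Atm* (gene ID 11920; chromosome 9, 53437122 to 53536671) and *Brca1* (gene ID 12189; chromosome 11, 101488764 to 101551955) had smaller decreases, from 440 ± 68.9 to 279 ± 15.0 CPM and from 214 ± 17.2 to 142 ± 11.1 CPM. Their log2 fold changes were −0.66 (SE 0.10, FDR = 8.5e-04) and −0.59 (SE 0.08, FDR = 4.7e-04) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The mutant and control libraries did not overlap for any of these 7 genes. Chance gives this for 10% of genes, but the paper picked the 7 from genes that fell in these libraries, so it is not independent evidence.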

## Discussion

Here we show that CHD8 is crucial for maintaining undifferentiating spermatogonia and meiotic progression in spermatogenesis. *Chd8* mutation in germ cells resulted in an acute arrest before the pachytene stage of meiotic prophase I as well as gradual depletion of SCCs. In contrast to other chromatin remodelers that are involved with the relatively late stage of meiotic prophase I (7–11), our study reveals that CHD8 regulates the dynamic early stages of meiotic prophase I through a novel pathway.

In mammalian meiosis, DSBs are marked by PRDM9 in a species-specific manner (61,62). Mutation of *Prdm9* per se does not cause severe defects in meiotic progression in the PWD background (63), suggesting that PRDM9 functions with other proteins at the onset of meiotic prophase. A previous study revealed that the interplay between PRDM9 and STAG3 is required for meiotic DSB formation by recruiting essential DSB-promoting proteins (60). In addition, in fission yeast, the recruitment of a HORMA domain-containing protein to the chromosome axis facilitates meiotic DSB formation and chromosome synapsis (64), and, in mice, RAD21L mediates the loading of HORMAD1 for subsequent synapsis formation (65). Moreover, PRDM9 and the representative DDR gene, ATM, cooperate to regulate SPO11-bound recombination intermediates in meiotic recombination (59). Because the meiotic chromosome axis genes and the *Atm* gene are direct targets of CHD8-dependent regulation, we infer that, through the interplay of these meiosis-related genes, CHD8 contributes to meiotic DSB formation and subsequent meiotic progression. At the same time, because CHD8 regulates the expression of various genes related to spermatogenesis, it is difficult to exclude apart indirect effects of CHD8 in spermatogenesis.

In preceding studies, the CHD family has been shown to play a pivotal role in stem cell function during spermatogenesis (35,66,67). CHD2 maintains spermatogonial self-renewal by stabilizing mRNA of stem cell-related genes (67), whereas CHD4 preserves the SSC pool through interaction with a transcription factor, SALL4, to regulate spermatogonial genes (66). In this study, we demonstrated that CHD8 contributes to the maintenance of the SSC population by regulating proliferative activities. Among stem cell-related genes, *Lin28a* was down-regulated in *Chd8*-ablated Thy1^+^ spermatogonia. 

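The decrease of *Lin28a* in Thy1+ spermatogonia was not called by edgeR's quasi-likelihood test (unadjusted p of 3.2e-04, FDR = 0.163 with Benjamini-Hochberg adjustment). Nor was it called with DESeq2's size factors in edgeR, library size only, no filter on counts or a filter on CPM. It passed FDR under 0.05 in the edgeR exact test, DESeq2, the fit of the 12 libraries together and the blocked fit. Its log2 fold changes ran from −1.20 to −1.16 across the settings that kept all libraries.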

Since LIN28A is a key regulator of SSC proliferation (52,53), the gradual decrease in the number of CHD8-deficient undifferentiated spermatogonia compared to the control may be due to a difference in the proliferative activities of SSCs. In addition, CHD8 has been shown to cooperate with E2F to regulate cell proliferation through gene transcription (26,68). Our GSEA results showing down-regulation of E2F target genes and cell-cycle-checkpoint genes in *Chd8* deficient Thy1^+^ spermatogonia reinforce the association between CHD8 and proliferative activity of undifferentiated spermatogonia.

In our ChIP-seq analyses, we observed that CHD8 binds to the TSSs of a relatively large number of genes (4038 genes in Thy1^+^ and 6206 genes in c-Kit^+^ spermatogonia). Most of these CHD8 targets were not down-regulated in our RNA-seq, consistent with a previous report in the context of cerebellar cells (26). As a possible explanation for this result, we speculate that CHD8, as a general chromatin remodeler, broadly binds to cell type-nonspecific genes, and only a small portion of CHD8 peaks is associated with cell type-specific genes. The cell type-nonspecific genes are constitutively transcribed by the collaborative action of many promoters (69,70). Thus their expression could possibly be minimally influenced by the ablation of *Chd8*. The expression of cell type-specific genes including meiosis-related genes, on the other hand, could be more dependent on CHD8 and therefore affected by the ablation of *Chd8*.

Another aspect of this study is that it highlights the relationship between the autism gene *Chd8* and infertility. Although epidemiological studies have shown a correlation between intellectual disabilities (including autism) and low fertility, it was unclear whether the impairment of social function caused by intellectual disability per se lowers the fertility rate or whether other factors are involved (21,22). Our study provides biological information on this relationship between the two diseases. Disorders caused by *Chd8* mutation have a shared molecular etiology involving H3K4me3 histone methyltransferase activity, both in the testes (this study) and the nervous system (71). Based on the common molecular function of CHD8, future therapeutic options for autism could also be applicable as infertility treatments, and vice versa. Overall, our study uncovers an essential role of CHD8 in early meiotic progression by transcriptionally regulating H3K4me3 histone methyltransferases. These findings provide important insight into the association between chromatin remodeling and early meiotic progression as well as biological information on the relationship between infertility and autism.

## Supplementary Material

gkad1256_Supplemental_Files

## Data Availability

The accession number for the RNA-seq and ChIP-seq data presented in this study is GEO: GSE252121.

# Supplementary material for: Chromatin remodeler CHD8 is required for spermatogonial proliferation and early meiotic progression
**Source:** Nucleic Acids Res. 2024 Jan 16;52(6):2995–3010. doi: 10.1093/nar/gkad1256
**Supplement:** gkad1256_Supplemental_Files

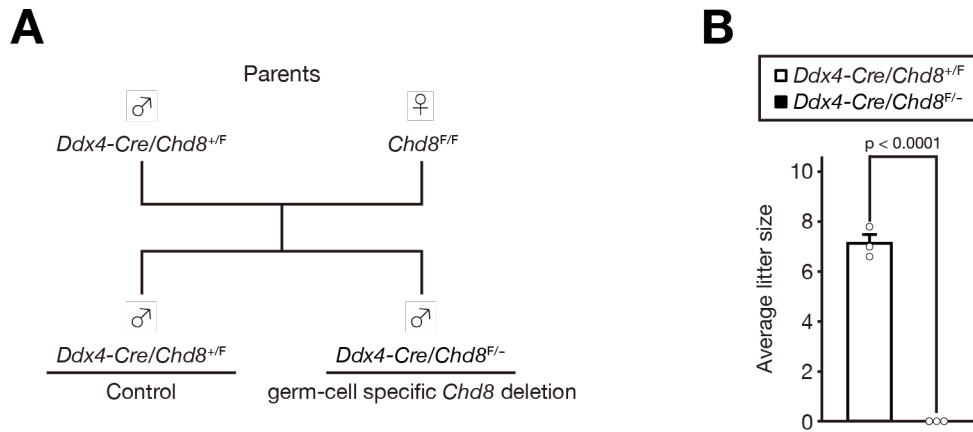

**Figure S1. CHD8 is highly expressed in spermatogonia and is indispensable for spermatogenesis**

(A) Schematic of the crossing strategy to obtain *Ddx4-Cre; Chd8<sup>+/F</sup>* mice (control) and *Ddx4-Cre; Chd8<sup>F/-</sup>* (germ-cell specific *Chd8* deletion).

(B) Quantification of the average litter size in the mice of the indicated genotypes at 8 weeks of age (n = 3 mice per genotype). Data are means ± SEM. *P* values are calculated using the two-tailed Student's *t* test.

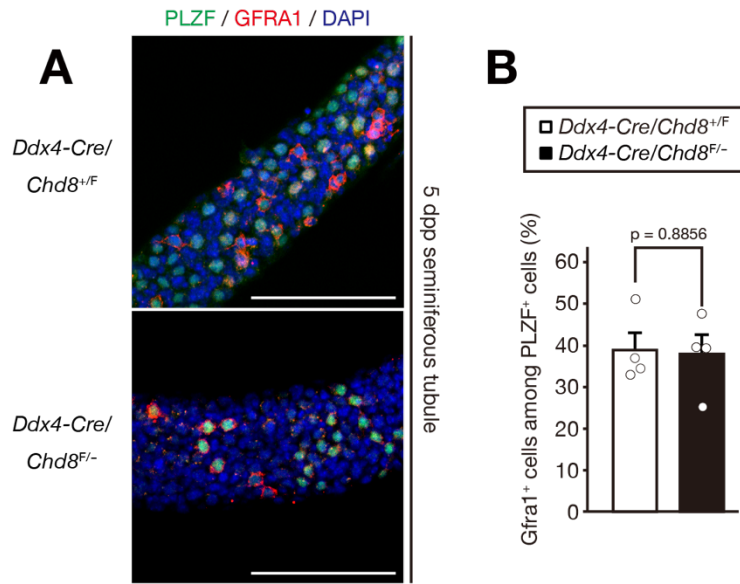

**Figure S2. CHD8 regulates the proliferation of spermatogonial stem cells (SCCs)**

(A) Whole-mount immunofluorescence staining of PLZF and GFRA1 in seminiferous tubules from mice of the indicated genotypes at 5 dpp. Scale bars, 100 $\mu$ m.

(B) Quantification of the number of the GFRA1<sup>+</sup> cells among PLZF<sup>+</sup> cells in the seminiferous tubules in images as in (A) (n = 4 mice per genotype). Data are means  $\pm$  SEM. *P* values are calculated using the two-tailed Student's *t* test. Dpp, day post-partum.

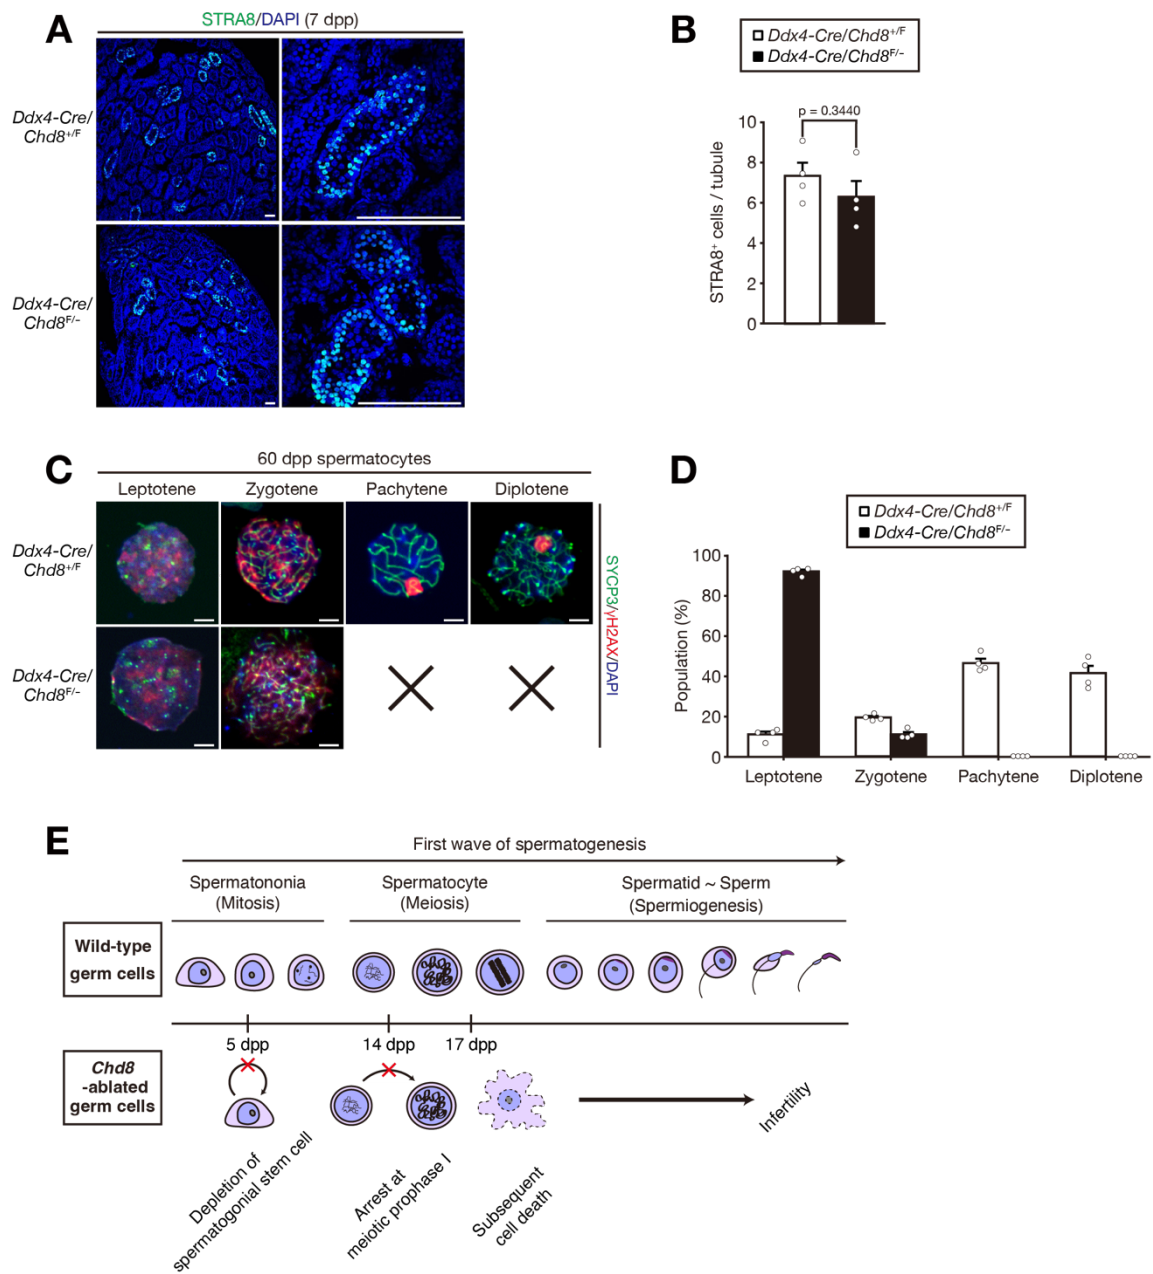

**Figure S3. Loss of CHD8 leads to arrest before pachytene of meiotic prophase I and subsequent cell death**

(A) Immunofluorescence staining of STRA8 in the testes from the mice of the indicated genotypes at 7 dpp. Scale bars, 100  $\mu$ m.

(B) Quantification of the number of cells positive for STRA8 per tubule in images as in (A) ( $n = 4$  mice per genotype). Data are means  $\pm$  SEM.  $P$  values are calculated using the two-tailed Student's  $t$  test.

(C) Immunofluorescence staining of SYCP3 and  $\gamma$ H2AX in the spermatocytes from the mice of the indicated genotypes at 60 dpp.  $\times$  represents that there is no cell entry in the indicated

category. Scale bars, 5 $\mu$ m.

(D) Quantification of the number of cells in each indicated meiotic phase as in (C) (n = 4 mice per genotype).

(E) Schematic of postnatal development of germ cells during the first wave of spermatogenesis, comparing control and *Chd8*-ablated germ cells. Dpp, day post-partum.

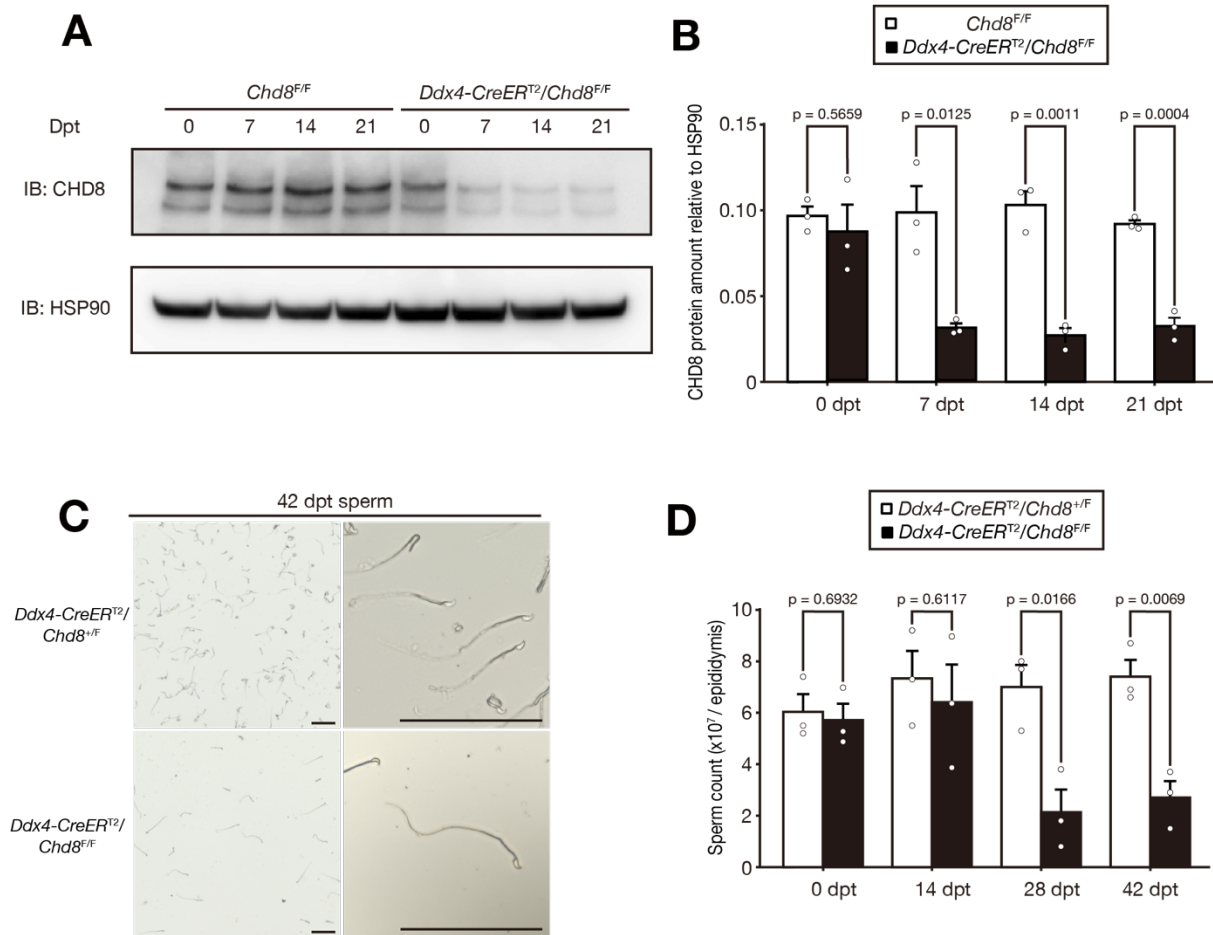

**Figure S4. CHD8 is essential for the maintenance of adult spermatogenesis through two distinct functions**

(A) Immunoblot analysis of CHD8 and HSP90 (loading control) was performed for the testes from the mice of the indicated genotypes at 0, 7, 14, and 21 dpt.

(B) Quantification of CHD8 abundance relative to HSP90 (loading control) in images as in (A) (n = 3 mice per genotype)

(C) Hematoxylin staining of mature sperm from the epididymides of the indicated genotypes at 42 days post-tamoxifen (dpt).

(D) Quantification of the number of mature sperm from the epididymides of the indicated genotypes at 7, 28, 60 dpp (n = 3 per genotype). All data are means  $\pm$  SEM. *P* values are calculated using the two-tailed Student's *t* test.

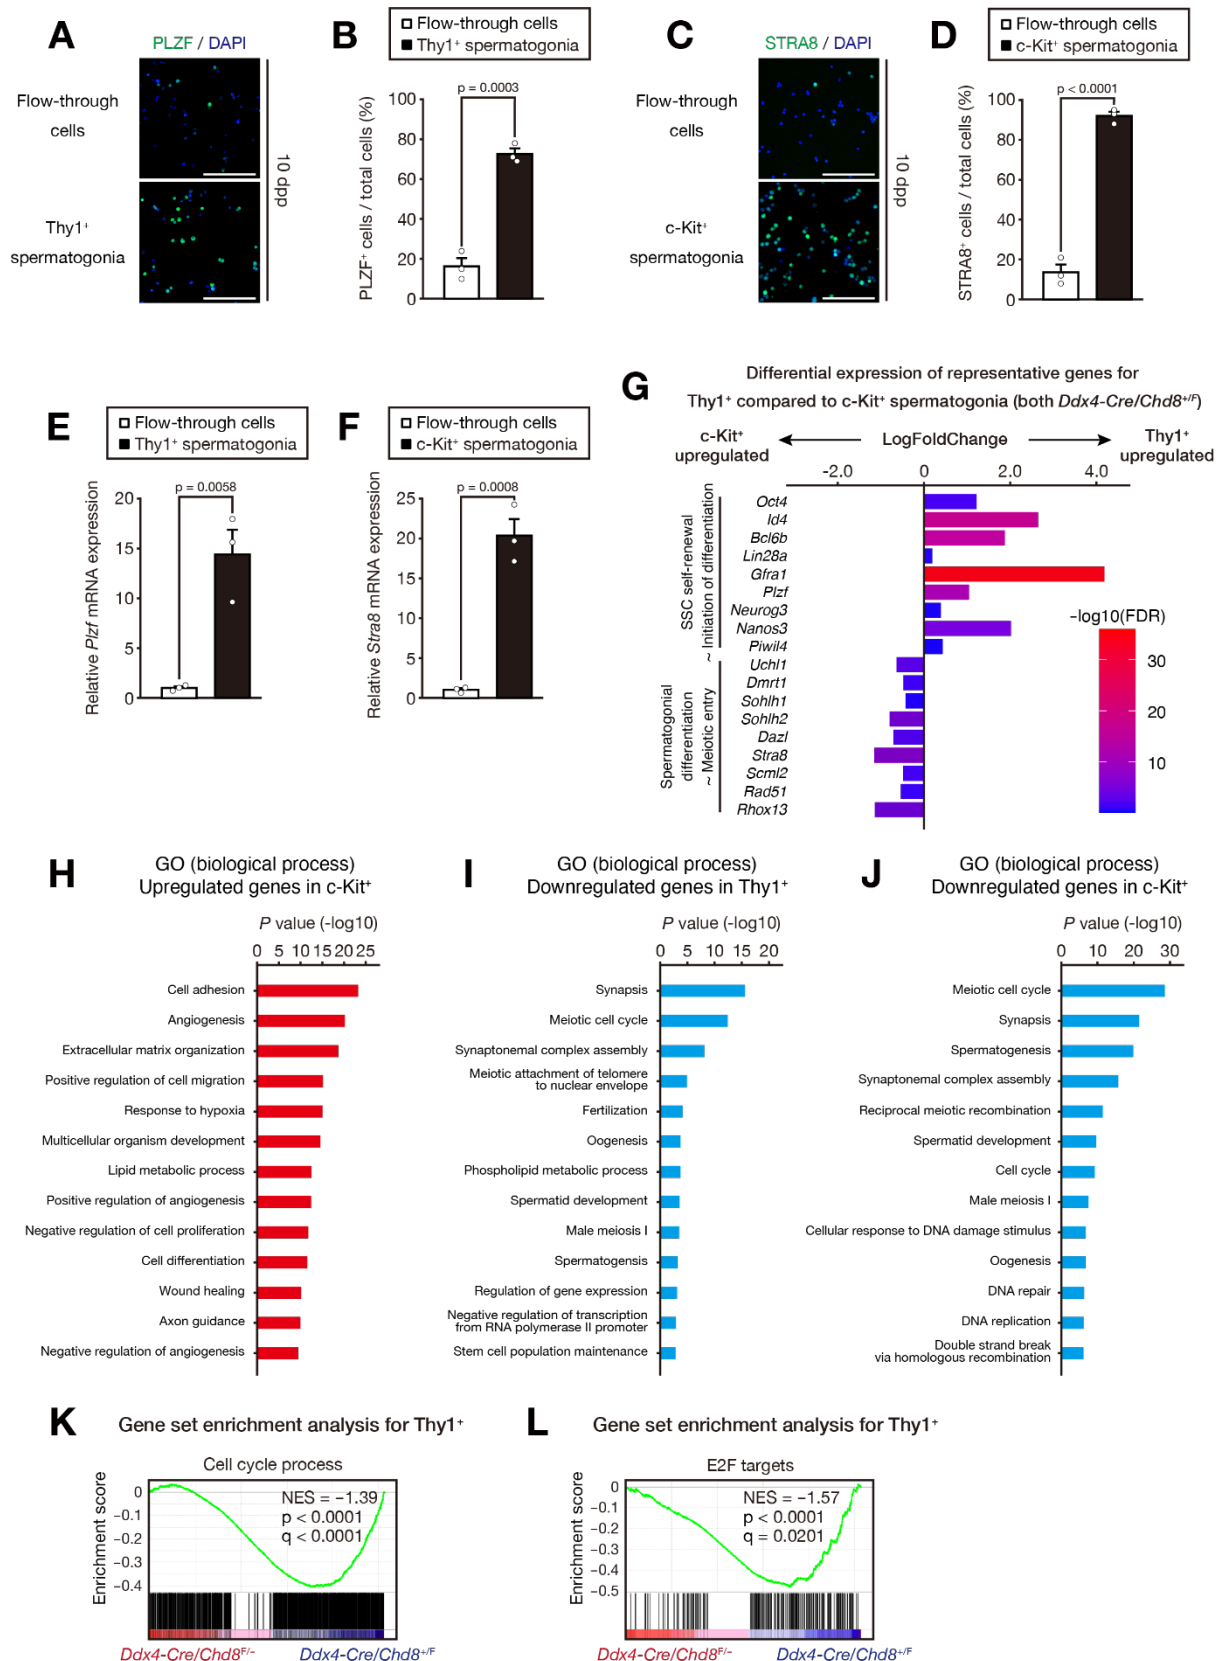

**Figure S5. CHD8 is associated with the extensive activation of spermatogenic genes, including stem cell, spermatogonial differentiation, and meiosis-related genes**

(A) Immunofluorescence staining of PLZF in testicular cells from the mice at 10 dpp. Scale bars, 100  $\mu$ m.

(B) Quantification of the number of cells positive for PLZF as a percentage of the total number of cells in images as in (A) ( $n = 3$  mice per genotype). Data are means  $\pm$  SEM.  $P$  values are calculated using the two-tailed Student's  $t$  test.

(C) Immunofluorescence staining of STRA8 in testicular cells from the mice at 10 dpp. Scale bars, 100  $\mu$ m.

(D) Quantification of cells positive for STRA8 as a percentage of the total number of cells in images as in (C) ( $n = 3$  per cell-type). Data are means  $\pm$  SEM.  $P$  values are calculated using the two-tailed Student's  $t$  test.

(E, F) RT-qPCR analysis of *Plzf* (E) and *Stra8* (F) mRNA in the cells of flow-through or MACS purified spermatogonia ( $n=3$  per cell-type).

(G) Gene expression change of representative genes related to “SSC self-renewal ~ initiation of differentiation” and “Spermatogonial differentiation ~ meiotic entry” in Thy1<sup>+</sup> spermatogonia compared with c-Kit<sup>+</sup> spermatogonia. 

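In the control libraries, all 9 representative genes for SSC self-renewal were higher in Thy1+ than in c-Kit+ spermatogonia, and 6 of them were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Gfra1*, which overlaps *Gm10007* on the opposite strand, had 4.20 ± 0.198 CPM in c-Kit+ and 76.4 ± 21.7 CPM in Thy1+ spermatogonia, a log2 fold change of 4.18 (SE 0.20, FDR = 1.7e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Id4* (overlapping *A330033J07Rik* on the opposite strand), *Nanos3*, *Bcl6b*, *Pou5f1* and *Zbtb16* had log2 fold changes of 2.65, 2.02, 1.87, 1.22 and 1.04. *Piwil4*, *Neurog3* and *Lin28a* (0.43, 0.39 and 0.19) were not called. The call of *Pou5f1* was lost in 5 of the 6 fits that left out 1 library each. All 9 representative genes for spermatogonial differentiation were lower in Thy1+ spermatogonia, with FDR from 0.00450 to 0.0476 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 6 of them passed the fold-change minimum, with *Stra8* (−1.16) and *Rhox13* (−1.14) the lowest.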

The comparison was performed within the spermatogonia of the same genotype, *Ddx4-Cre*; *Chd8*<sup>+/F</sup> (control group).

(H–J) Gene ontology analysis of up-regulated genes in Thy1<sup>+</sup> spermatogonia (H, 274 genes), down-regulated genes in c-Kit<sup>+</sup> spermatogonia (I, 2758 genes), and down-regulated genes in c-Kit<sup>+</sup> spermatogonia (J, 1377 genes) of *Ddx4-Cre*; *Chd8*<sup>F/-</sup> mice compared with *Ddx4-Cre*; *Chd8*<sup>+/F</sup> mice at 10 dpp ( $n = 3$  per genotype). Dpp, day post-partum.

(K, L) GSEA plot of gene expression change among “Cell cycle process” genes (K) and “E2F targets” genes (L) in Thy1<sup>+</sup> spermatogonia.

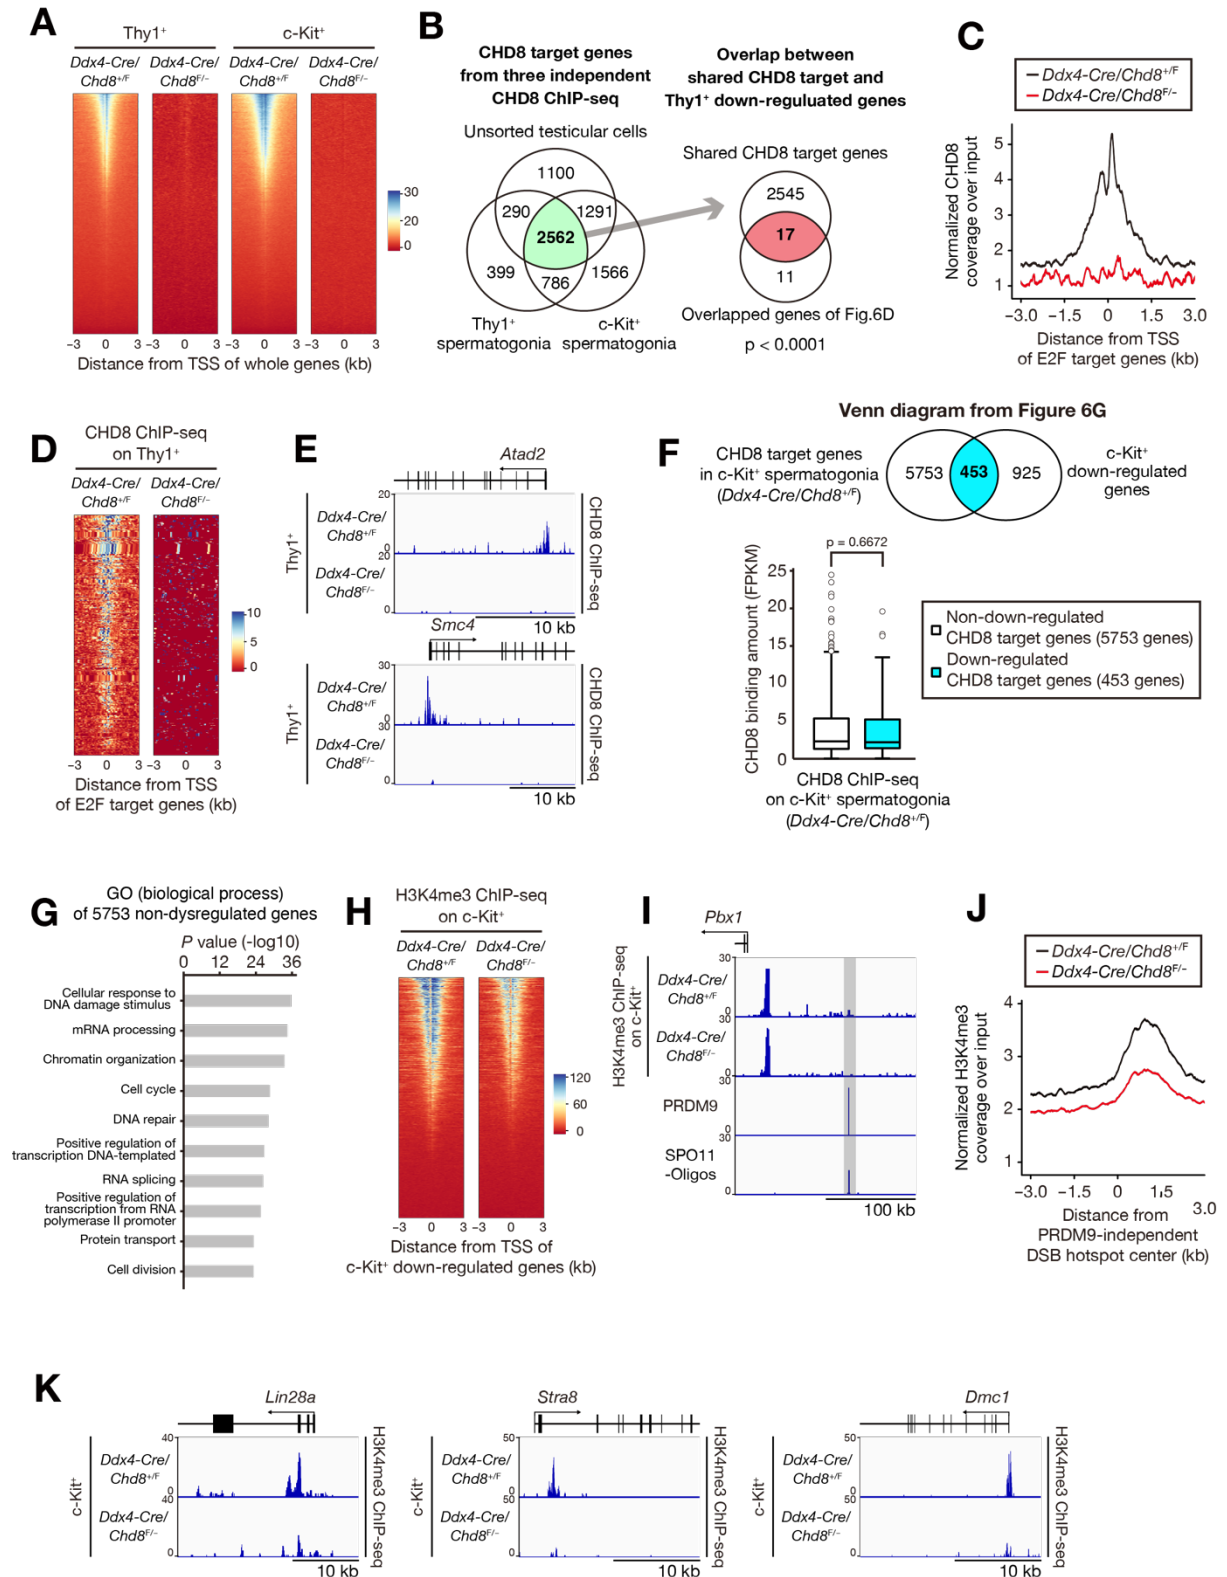

**Figure S6. CHD8 transcriptionally regulates H3K4me3 histone methyltransferase, meiotic chromosome axis proteins, and DDR proteins to safeguard meiotic progression**

(A) Heatmap clustering of CHD8 ChIP-seq peaks relative to TSSs of whole genes in Thy1<sup>+</sup>

and c-Kit<sup>+</sup> spermatogonia from the mice of the indicated genotypes.

(B) The Venn diagram on the left shows overlap among CHD8 target genes determined by three CHD8 ChIP-seq analyses in unsorted testicular cells of wild-type, Thy1<sup>+</sup> spermatogonia of *Ddx4-Cre; Chd8<sup>+/-</sup>*, and c-Kit<sup>+</sup> spermatogonia of *Ddx4-Cre; Chd8<sup>+/-</sup>*. The Venn diagram on the right shows overlap amongst the 2562 overlapping genes from the Venn diagram on the left and 28 genes from the Venn diagram in Figure 6D.

(C) Signal density of CHD8 peaks relative to TSSs of E2F target genes determined by ChIP-seq analyses of Thy1<sup>+</sup> spermatogonia from the mice of the indicated genotypes.

(D) Heatmap clustering of CHD8 ChIP-seq peaks relative to TSSs of E2F target genes in Thy1<sup>+</sup> spermatogonia from the mice of the indicated genotypes.

(E) CHD8 ChIP-seq data for representative E2F target genes in Thy1<sup>+</sup> spermatogonia from the mice of the indicated genotypes viewed in the Integrative Genomic Viewer browser.

(F) Box plot of CHD8 binding amount to TSSs, comparing 5753 non-down-regulated and 453 down-regulated genes in c-Kit<sup>+</sup> spermatogonia of *Ddx4-Cre; Chd8<sup>+/-</sup>* shown in the Venn diagram from Figure 6G.

(G) Gene ontology analysis of the 5753 CHD8 bound but non-down-regulated genes shown in (F).

(H) Heatmap clustering of H3K4me3 ChIP-seq peaks relative to TSSs of genes whose expression was down-regulated in c-Kit<sup>+</sup> spermatogonia from the mice of the indicated genotypes.

(I) H3K4me3 ChIP-seq data of the indicated genotypes along with PRDM9 ChIP-seq and SPO11-oligo data for representative DSB hotspots viewed in the Integrative Genomic Viewer browser. Shaded regions indicate DSB hotspots during meiotic homologous recombination. The data for PRDM9 ChIP-seq and SPO11-oligos were obtained from Grey *et al.* and Lange *et al.*, respectively.

(J) Signal density for H3K4me3 ChIP-seq peaks relative to PRDM9-independent DSB hotspot centers in c-Kit<sup>+</sup> spermatogonia from the mice of the indicated genotypes.

(K) H3K4me3 ChIP-seq data for representative spermatogenic genes in testicular cells from the mice of the indicated genotypes viewed in the Integrative Genomic Viewer browser. Dpp, days post-partum. DSB, double-strand break. FPKM, fragments per kilobase of transcript per million mapped reads. *P* values are calculated using “phyper” function in R (B) or Welch’s *t* test (F).

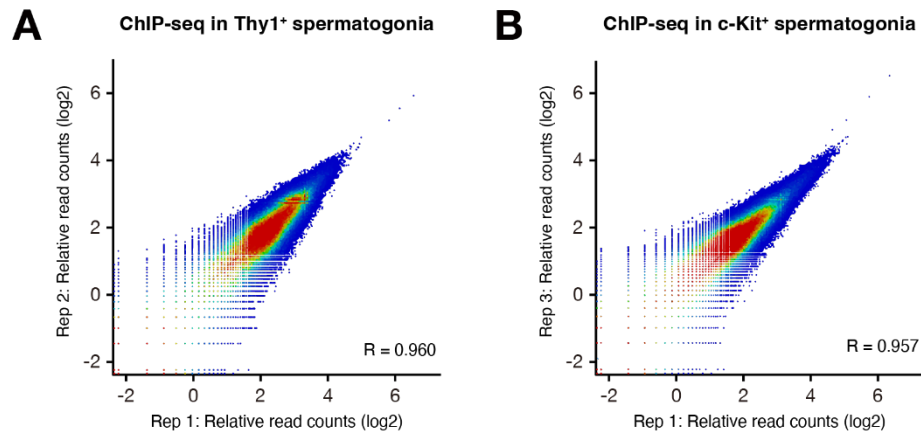

**Figure S7. Biological replicates for CHD8 ChIP-seq data**

(A, B) Scatter plot analyses comparing two independent biological replicates for CHD8 ChIP-seq profiles (bin = 10 kb) in (A) Thy1<sup>+</sup> and (B) c-Kit<sup>+</sup> spermatogonia at 10 dpp. R of each plot represents the Pearson correlation coefficient. Dpp, day post-partum.

How the deposited data were processed for this re-analysis (not part of the article)

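RNA-seq counts of 12 libraries were analysed: control (*Ddx4-Cre*; *Chd8* +/F) and mutant (*Ddx4-Cre*; *Chd8* F/-) Thy1+ and c-Kit+ spermatogonia at 10 dpp, with 3 libraries in each of the 4 groups. The authors trimmed the paired-end reads with Trimmomatic, mapped them to mm10 with HISAT2, and counted them with featureCounts on RefSeq exons. The deposited values are raw counts per gene, without normalization, pooling of replicates or a stated filter. The paper's methods name featureCounts version 2.0.1, the header of the count table names 2.0.3, and its command has no option for strand or for counting fragments. Genes that overlap on either strand can therefore take each other's reads. The table has 27179 genes, of which 25275 were given a symbol by their gene ID. The 1904 genes without one hold 0.511% to 0.776% of the counts of a library. Library totals ran from 32266861 to 45396233. Pairs of libraries of the same group differed by more than the counting error of independent reads, with a chi-square per degree of freedom from 10.8 to 76.7. Counting both reads of a fragment raises this value, so it does not show how far the depth sets the precision.

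Differential expression was tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood F test on raw counts after TMM normalization and filterByExpr, with Benjamini-Hochberg adjustment. The thresholds were FDR under 0.05 and an absolute log2 fold change over 0.5. Control and mutant libraries were compared within each population, control libraries were compared between populations (Thy1+ minus c-Kit+), and the difference between both genotype effects was tested as an interaction in a fit of all 12 libraries (FDR under 0.05). The targeted gene was examined for every library before any other gene. Genes are named by a rule: every gene that the paper names or shows as representative, *Chd8*, the sorting antigens, and for each genotype comparison the 3 called genes with the largest increase and the 3 with the largest decrease among genes with a mean log2 CPM of at least 1 whose control and mutant libraries do not overlap. Coordinates are those of the count table (mm10).

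The 5 gene sets of Dataset S2 were tested with camera (limma 3.58.1) at a preset correlation of 0.01, two-sided, and the value reported for a set is the median log2 fold change of its tested genes. Of 100, 100, 100, 1255 and 199 listed genes, 99, 98, 99, 1245 and 199 matched the count table. Lists of marker genes were written for 9 cell types (Sertoli, Leydig, peritubular myoid, stromal, endothelial, macrophage, mast cell, erythroid and germ cells) and tested in the same way. Mouse Reactome pathways (1457 in the collection of the fgsea package, 10 to 500 tested genes each) were tested on the called genes with a one-sided Fisher's exact test in place of the paper's gene ontology terms. Dataset S1 could be read only in part, 1999 genes for each population against 17416 and 17134 tested. Its log2 fold changes differed by at most 5.0e-06 from those of the exact test run here, and it was used for no overlap.

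The alternatives were the edgeR exact test with quantile-adjusted conditional maximum likelihood dispersions (the paper's method), DESeq2 1.42.0 with its own size factors, DESeq2's size factors in edgeR, library size only, no filter on counts, a filter of at least 1 CPM in at least 3 libraries, a fit of all 12 libraries, no minimum on the fold change, the replicate number as a block, and each library left out in turn. For the sets they were also camera with an estimated correlation, fry, and preranked GSEA with fgsea 1.28.0 on the signed square root of the F statistic. For the pathways, the background was limited to genes in a pathway. These choices, the named genes and the marker lists were fixed before the data were examined. Pathway tests on the calls of the exact test and of the blocked fit, and preranked GSEA on the signal-to-noise ratio, were added afterwards.

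The paper does not say that libraries with the same replicate number belong together. After subtraction of the group means, libraries of the same replicate number correlated at 0.266 to 0.490 in Thy1+ (other pairs −0.384 to −0.0405), at 0.101 to 0.125 in c-Kit+ (other pairs −0.0659 to −0.0384) and at 0.134 to 0.298 between the controls (other pairs −0.279 to 0.0867). All of these same-number pairs passed the limit of 0.1 set for treating the libraries as paired, and the blocked fits rest on that rule. Deviations from a group mean cancel out, so positive same-number pairs push the other pairs down, and their low values are not separate evidence. The c-Kit+ pairs passed narrowly. With all 12 libraries filtered and normalized together, those of replicates 1 and 2 were at 0.0931 and 0.083, below the limit. In the interaction, 10 of 18 pairs passed, so it was not treated as paired.

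The steps were tested on simulated data in which 200 genes were changed by a log2 fold change of 1.5. The quasi-likelihood test recovered 178 of them in counts drawn like the Thy1+ libraries (17216 genes tested, 26 unchanged genes called), 193 in counts drawn like the c-Kit+ libraries (16893 tested, 12 unchanged genes called) and 175 for the controls (17110 tested, 8 unchanged genes called). With a simulated shift shared by replicates, 0 genes were recovered without and 200 with the block. The size of this shift and the remaining spread were set in advance, not estimated from these libraries. The simulation therefore checks the computation of the block, not whether the real replicate numbers are pairs. ChIP-seq data, gene ontology terms and RT-qPCR were not analysed here.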

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

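Of the tests named here, the splits of the libraries for the marker lists and the correlation across Thy1+ libraries were chosen only after the results were seen.

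The paper checked the sorted cells by immunostaining, RT-qPCR and RNA-seq and describes their purity as largely high. It does not report markers of somatic testis cells in its RNA-seq data. In younger pups it counted fewer PLZF+ cells in mutant than in control tubules, and similar numbers of STRA8+ cells. In mutant c-Kit+ spermatogonia, 7 of 9 lists of marker genes were higher than in controls, with median log2 fold changes of 1.16 for Sertoli (12 of 12 genes higher, FDR = 6.2e-06), 1.06 for endothelial (FDR = 8.3e-04), 1.00 for mast cell (FDR = 0.0344), 0.95 for peritubular myoid (FDR = 0.00849), 0.82 for Leydig (FDR = 0.00235), 0.81 for stromal (8 of 8 genes higher, FDR = 5.2e-06) and 0.76 for macrophage genes (FDR = 0.0230, limma's camera with Benjamini-Hochberg adjustment). The erythroid list had 1 tested gene (0.10) and no test. The germ cell list was lower, at −0.34 (FDR = 3.8e-04, limma's camera). Abundant marker genes also had higher means: *Col3a1* went from 916 ± 52.7 to 1513 ± 236 CPM, *Clu* from 657 ± 301 to 1470 ± 102 CPM, *Hsd3b1* from 253 ± 51.2 to 537 ± 98.1 CPM, *Myl9* from 42.9 ± 9.07 to 87.1 ± 14.9 CPM, *Cdh5* from 36.7 ± 6.45 to 74.6 ± 17.3 CPM, *Lyz2* from 8.66 ± 4.74 to 18.3 ± 3.10 CPM and *Mcpt4* from 5.77 ± 2.75 to 15.2 ± 3.67 CPM (mean ± SD of 3 libraries). *Cyp17a1* (299 ± 167 to 463 ± 172 CPM) and *Mrc1* (12.1 ± 7.29 to 20.3 ± 3.90 CPM) had higher means as well but were not called (FDR = 0.175 and 0.104, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out control replicate 1 raised the macrophage median to 1.34. The macrophage list lost its call without control replicate 2 (0.59) or 3 (0.53), and the mast cell list lost its call without mutant replicate 3 (0.86). With the replicate block, the mast cell list did not pass either (FDR = 0.0692, limma's camera). With an estimated correlation, none of the lists passed (lowest FDR = 0.352, limma's camera), and fry called all but the macrophage and mast cell lists. The real split of the 6 libraries was the only 1 of 10 splits with 8 changed lists, and the other splits, which mix the genotypes, changed from 1 to 7. As 3 libraries against 3 cannot give a smaller share than that, a chance split and the genotype cannot be told apart by this count.

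In mutant Thy1+ spermatogonia, 5 lists were higher: mast cell with a median log2 fold change of 1.09 (4 of 4 genes higher, FDR = 0.00575), erythroid with 1.00 (3 of 3, FDR = 0.0467), Sertoli with 0.56 (11 of 12, FDR = 0.0249), macrophage with 0.36 (11 of 11, FDR = 0.00326) and stromal with 0.34 (8 of 8, FDR = 1.4e-04, limma's camera with Benjamini-Hochberg adjustment). Leydig (0.31), endothelial (0.29) and peritubular myoid genes (0.26) did not pass, and the germ cell list was lower (−0.38, FDR = 0.00154, limma's camera). *Mcpt4* had 0.699 ± 0.374 CPM in control and 1.55 ± 0.286 CPM in mutant libraries, *Hba-a1* 0.388 ± 0.0584 and 1.34 ± 0.806 CPM, *Clu* 585 ± 568 and 884 ± 624 CPM, *Lyz2* 31.1 ± 11.1 and 49.5 ± 13.7 CPM, *Mrc1* 55.0 ± 14.7 and 70.4 ± 15.2 CPM, *Alas2* 1.23 ± 0.338 and 1.59 ± 0.534 CPM, and *Col3a1* 4342 ± 419 and 5098 ± 974 CPM. No single gene of these lists was called. Single libraries carried much of this: the Sertoli median was −0.15 without mutant replicate 1, 0.27 without control replicate 2, 0.29 without control replicate 3 and 1.70 without control replicate 1, the macrophage median was 0.18 without control replicate 3 and 0.58 without control replicate 1, the stromal median was 0.21 without control replicate 2 and 0.17 without mutant replicate 3, and the erythroid median was 0.44 without mutant replicate 3. The erythroid list lost its call in 4 of the 6 fits that left out 1 library, and the mast cell list in 2. With an estimated correlation or fry, none of the lists passed, and with the replicate block the erythroid (FDR = 0.226) and mast cell lists (FDR = 0.102, limma's camera) did not pass. With the block, the Leydig and peritubular myoid lists passed (FDR = 0.0145 for both), and the FDR of the Sertoli (1.2e-14), stromal (3.7e-09) and germ cell lists (5.2e-10, limma's camera) fell. Among the 10 splits of the 6 libraries, 4 gave at least 6 changed lists, and among the 4 splits that part all pairs, 2 did.

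A candidate explanation for the lists in c-Kit+ spermatogonia is a larger share of RNA from somatic testis cells in the mutant libraries. The 62 tested genes of the somatic lists had a median log2 fold change of 0.98, against −0.086 to 0.172 for the central 95% of 10000 random gene lists of matched expression. All 7 lists with a test lay above their own random range, and their medians, from 0.763 to 1.16, were no further apart than genes shuffled between lists (permutation test, p = 0.172), as a smaller share of germ cells would give. Of the 62 genes, 2 belong to the gene sets of Dataset S2 and none to the representative genes. Across the Thy1+ libraries within genotype, the genes up-regulated in mutant c-Kit+ spermatogonia correlated with the mean of the somatic markers with a median of 0.717 (random lists −0.0504 to 0.146). Library size and normalization argue for no other reading, since the lists kept their calls in c-Kit+ with library size only and with DESeq2's size factors. The paper proposes that CHD8 represses genes of other lineages, which would raise such genes within germ cells. Counts of pooled cells do not separate this from RNA of other cells, and that explanation stays open as untested.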

How the results depend on the processing

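The pathway tests on the calls of the exact test and of the replicate block and the ranking by the signal-to-noise ratio were chosen only after the results were seen. Unless a test or a value below shows it, the cause of a change was not tested.

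Numbers of called genes. In Thy1+ spermatogonia, 0 genes were called up-regulated and 0 down-regulated by edgeR's quasi-likelihood test. The exact test called 20 and 274, DESeq2 52 and 326, the fit of all 12 libraries 14 and 236, and the replicate block 558 and 856, while the other settings with all libraries called 0. The 6 fits without 1 library called 0 up-regulated and from 0 to 10 down-regulated genes. Of the 27 representative genes, 0 were called, against 11 with the exact test, 10 with DESeq2, 6 in the fit of all 12 libraries, 18 with the block and from 0 to 1 without 1 library. Of the overlap list, 0 were called, against 28, 25, 22 and 28 in the same order of settings and from 0 to 1 without 1 library. In c-Kit+ spermatogonia, 2542 and 1270 genes were called, and the numbers stayed within 1.5 times these under every alternative except that 3139 genes were down-regulated with no minimum on the fold change, against 3571 up-regulated. Without 1 library they were 2087 to 2735 and 1039 to 1409. The share that rose was 66.7%, and 72.4% in the fit of all 12 libraries. Between controls, 3594 genes were higher in Thy1+ and 1229 in c-Kit+ libraries. The latter were 2357 with no minimum on the fold change, 1851 with library size only, and from 625 to 2002 without 1 library (625 without c-Kit+ replicate 2 and 2002 without Thy1+ replicate 2), and the former were 2917 to 3645 without 1 library. For the interaction, 0 of 18002 genes were called (1804 at an unadjusted p under 0.05), against 64 with DESeq2, 446 with the replicate block and from 0 to 1 without 1 library. That gene, *Bc1*, was called without control c-Kit+ replicate 3 (log2 difference −1.704) and is named after its value was seen. The interaction was not treated as paired, since only 10 of 18 pairs of libraries with the same number passed the limit of 0.1. DESeq2 gave no FDR for 2 genes in Thy1+ spermatogonia, 335 genes in c-Kit+ spermatogonia and 1398 genes in the interaction.

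Gene sets. In Thy1+ spermatogonia, the medians of the SSC (−0.10), differentiation (−0.13), meiosis prophase I (−0.091), Cell cycle process (−0.051) and E2F targets sets (−0.083) passed with camera's preset correlation. All 5 failed at the same medians with an estimated correlation (FDR = 0.642 for each, limma's camera) and with fry (FDR from 0.520 to 0.524, limma). In the 6 fits without 1 library, the medians ranged from −0.26 to 0.018 for the SSC set, from −0.12 to 0.0016 for Cell cycle process and from −0.21 to 0.020 for E2F targets, and each turned positive only without control replicate 2. Calls were also lost without control replicate 3 (Cell cycle process), mutant replicate 1 (all 3) and mutant replicate 3 (Cell cycle process and E2F targets). The differentiation and meiosis sets stayed negative and called in all 6 fits. In c-Kit+ spermatogonia, the estimated correlation left only the differentiation set past the threshold, while the SSC set (−0.10, FDR = 0.308), meiosis prophase I (−0.22, FDR = 0.0585), Cell cycle process (−0.11, FDR = 0.0627) and E2F targets (−0.22, FDR = 0.0928, limma's camera) failed. Fry called all 5, and the 6 fits without 1 library kept the direction and the call of all 5. Both rankings for preranked GSEA kept every set below 0 with FDR under 0.05 in both populations (fgsea).

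Marker lists. The number of lists that changed in Thy1+ spermatogonia, 6, was 0 with an estimated correlation and 0 with fry, and in c-Kit+ spermatogonia, 8, it was 0 with an estimated correlation and 6 with fry. Without 1 library, the Thy1+ medians ranged from −0.0088 to 0.61 for peritubular myoid and from −0.15 to 1.70 for Sertoli genes, and both turned negative without mutant replicate 1. Over the single lists with all libraries, 15 results became weaker and 5 stronger in Thy1+, and 11 became weaker in c-Kit+ spermatogonia. Without 1 library, 9 became weaker and 5 stronger in Thy1+, and 3 became weaker in c-Kit+ spermatogonia. With the replicate block, the erythroid (FDR = 0.226) and mast cell lists (FDR = 0.102, limma's camera) lost their call in Thy1+ spermatogonia. The Leydig (0.33) and peritubular myoid lists (0.25) gained a call there (FDR = 0.0145 for both, limma's camera), and the mast cell list lost its call in c-Kit+ spermatogonia (FDR = 0.0692, limma's camera).

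Pathways. In c-Kit+ spermatogonia, 56 pathways were over-represented in up-regulated genes, and 30 with the background limited to genes in a pathway. In Thy1+ spermatogonia no called gene was left to test, so the number was 0. On the calls of the replicate block it was 6 for up-regulated and 1 for down-regulated genes (73 and 12 at an unadjusted p under 0.05).

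Single genes. In Thy1+ spermatogonia, a call was gained in 62 results with all libraries (24 with the replicate block, 15 with the exact test, 14 with DESeq2 and 9 in the fit of all 12 libraries) and in 2 without control replicate 1 (*Prdm9* and *Meioc*). In c-Kit+ spermatogonia, results that became weaker with all libraries included *Pou5f1*, *Neurog3*, *Stra8* and *Scml2* in the fit of all 12 libraries and *Scml2* with library size only. Those that became weaker without 1 library included *Neurog3* in 5 fits and *Pou5f1* and *Scml2* in 2 fits each. Between controls, 13 results became stronger with all libraries, and without 1 library 9 became stronger and 10 weaker. The log2 fold change of *Chd8* in Thy1+ spermatogonia was −0.0036 with library size only and ranged from −0.028 to 0.052 without 1 library. Over these fits, 5 further genes crossed 0: in Thy1+ spermatogonia *Kit* (−0.17 to 0.45), *Neurog3* (−0.46 to 0.046), *Dmrt1* (−0.33 to 0.025) and *Sohlh2* (−0.26 to 0.26), and in c-Kit+ spermatogonia *Bcl6b* (−0.013 to 0.14). The block also called *Gal3st1*, *Prss50*, *Ly6k* and *Hsd17b1* (FDR = 0.0142, edgeR's quasi-likelihood test) in Thy1+ spermatogonia, and between controls *Smc4* no longer passed the fold-change minimum. Apart from the changes given above, it changed no call of a gene named by the rule in the paired comparisons and of a gene set or marker list in Thy1+ and c-Kit+ spermatogonia. Single genes outside these did change: the block called 3777 and 1454 genes between controls, and 438 rather than 442 genes of the c-Kit+ overlap list. In c-Kit+ spermatogonia, 74 rather than 56 pathways were over-represented in its up-regulated genes.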

Differences from the paper's values

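The paper reports 20 genes up-regulated in mutant Thy1+ spermatogonia, and 0 were called here by edgeR's quasi-likelihood test (812 rose with an unadjusted p under 0.05). Among the alternatives set before the data were examined, the edgeR exact test, which the paper's methods name, gave 20 and the fit of all 12 libraries gave 14, while DESeq2 gave 52, the replicate block gave 558, and DESeq2's size factors, library size only, no filter on counts, the CPM filter, no minimum on the fold change and each fit without 1 library gave 0.

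The paper reports 274 genes down-regulated in mutant Thy1+ spermatogonia, and 0 were called here (1339 fell with an unadjusted p under 0.05). Among the alternatives set before the data were examined, the exact test gave 274, DESeq2 gave 326 and the fit of all 12 libraries gave 236, which is within 1.5 times the paper's number. The replicate block gave 856, the fit without control replicate 1 gave 10, and the others gave 0.

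The paper counts 28 genes as both bound by CHD8 and down-regulated in Thy1+ spermatogonia, and 0 of those listed in Dataset S3 were called here, although all 28 fell with an unadjusted p under 0.05. Among the alternatives set before the data were examined, the exact test and the replicate block each called all 28, DESeq2 called 25 and the fit of all 12 libraries called 22. The fit without control replicate 1 called 1 (*Prdm9*), and the others called 0.

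For c-Kit+ spermatogonia, the paper's normalized enrichment score of the SSC set is about −0.76 in Fig. 5E, read by eye, and the score here was −1.74 (jackknife standard error over the fits without 1 library 0.444). For the set from spermatogonial differentiation to meiotic entry, the paper's score is about −2.3 in Fig. 5E, read by eye, against −2.89 (jackknife standard error 0.0996), and for meiosis prophase I it is about −2.1 in Fig. 5E, read by eye, against −2.32 (0.128). Of the alternatives set before the data were examined, those that give such a score are the fits without 1 library, and none closed these gaps (−1.96 to −1.38, −2.89 to −2.76 and −2.45 to −2.29). Ranking by the signal-to-noise ratio, chosen after the paper's scores were seen, did not close them either (−1.38, −2.75 and −2.34).

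The paper excepts the SSC set from the decrease in c-Kit+ spermatogonia. Here the set was lower there by limma's camera (median log2 fold change −0.10, FDR = 0.00355 with Benjamini-Hochberg adjustment) and by fry, though not with an estimated correlation. The paper gives a low level of SSC-related genes in control c-Kit+ cells, shown for the representative genes, as a possible reason. Here 66 of 99 genes of the SSC set were higher in control c-Kit+ than in control Thy1+ libraries (median log2 fold change −0.26, Thy1+ minus c-Kit+, FDR = 0.00669, limma's camera), and of the 9 representative genes 6 were called higher in Thy1+ libraries while *Lin28a* (0.19), *Neurog3* (0.39) and *Piwil4* (0.43) were not. Genes of the germ cell list were higher in control c-Kit+ libraries as well (median −0.35). The median of the SSC set therefore does not show its level per germ cell. In mutant c-Kit+ libraries the germ cell list fell further (median −0.34) than the SSC set. A smaller share of germ cells thus stays open as a cause of the decrease of the SSC set there. The paper lists angiogenesis among the terms of the up-regulated genes and DNA repair among those of the down-regulated genes in c-Kit+ spermatogonia. In Reactome, a different collection, Signaling by VEGF (18 of 99 genes, FDR = 0.704) and DNA Repair (16 of 135 genes, FDR = 1, Fisher's exact test with Benjamini-Hochberg adjustment) did not pass.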

Other observations

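The tests of meiotic genes against germ cell markers, of the correlation with somatic markers, of the spread left by the replicate block and of the c-Kit+ libraries thinned below the Thy1+ libraries, and the splits of the libraries other than those for the called genes without a block, were chosen only after the results were seen.

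In c-Kit+ spermatogonia, 1272 more genes were called up-regulated than down-regulated. Most of this excess depends on the minimum on the fold change, without which 3571 genes were up-regulated and 3139 down-regulated. After every library was thinned to the smallest total (32937873 counts), the excess was 1256, which argues against library size. After the trend of the log2 fold change on gene length was removed (−0.307 to 0.124, Spearman's correlation 0.00972 across genes, which are not independent replicates), it was 705, which argues against length bias as the whole cause. The smallest excess under another normalization was 1160, with DESeq2's size factors, against 1376 with library size only, which argues against TMM normalization. It was 983 to 1326 when 1 library was left out. RNA of somatic testis cells stays open, with a median log2 fold change of 0.98 for its marker genes, and may account for part of the excess. In Thy1+ libraries the up-regulated genes tracked the somatic markers (median correlation 0.717 over 2480 genes) and the down-regulated genes ran opposite (−0.743 over 1241 genes, random lists −0.147 to 0.118). A release of non-germline genes by loss of CHD8 was not tested.

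Meiotic genes fell in mutant c-Kit+ spermatogonia, and 2 explanations by cell composition were tested. RNA of somatic cells would lower all germ cell transcripts alike. The 9 representative genes of meiosis prophase I had a median log2 fold change of −1.64 (−2.66 to −1.02), and the 8 tested genes of the germ cell list one of −0.34 (−1.96 to −0.19). A shared dilution would not lower these 9 genes (SE from 0.13 to 0.23) so much further than the germ cell median of −0.34. This argues against somatic RNA as the whole cause of their fall, although the lowest gene of the germ cell list, at −1.96, lay within their range. The study displayed the 9 genes for these libraries, so this does not extend to other meiotic genes. The other 93 tested genes of the meiosis prophase I set, without the genes the paper names and the germ cell list, had a median of −0.17 (68 lower and 25 higher), which is 0.18 above that of the germ cell list. Somatic RNA therefore stays open for these 93 genes, which went both ways and whose median fell less than that of the germ cell list. Of the 8 genes of the germ cell list, 7 are in the gene sets of Dataset S2 and 1, *Dazl*, is among the representative genes. Fewer cells at later stages in the mutant libraries may also lower meiotic genes. The 946 genes outside the lists that were higher in control c-Kit+ than in control Thy1+ libraries had a median log2 fold change of −0.37 in mutant c-Kit+ spermatogonia, with 784 of them lower, 329 called down-regulated and 47 up-regulated. In 20 simulations without any effect of genotype but with the same shared controls, this median lay between −0.098 and −0.074. A difference in stage thus stays open, as does lower transcription of these genes per cell, which was not tested. A smaller share of germ cells would also lower the 946 genes.

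No gene was called in Thy1+ spermatogonia, against 3812 in c-Kit+ spermatogonia. Thinning the c-Kit+ libraries to 16133430 counts, below every Thy1+ library, left 3628 called genes, which argues against library size. The Thy1+ libraries spread more, and with the replicate block their biological coefficient of variation fell to 8.30%, below that of c-Kit+ (9.83%), with 1414 genes called. A spread that follows the replicate number may therefore explain that no gene was called without the block. It does not explain the whole gap between the populations, since the block still left 1414 against 3992 genes, and with the dispersions of the c-Kit+ libraries 843 genes were called in Thy1+ spermatogonia (195 up-regulated and 648 down-regulated of 16759). A smaller effect of genotype in Thy1+ spermatogonia stays open. What the replicate numbers stand for (a day, a litter or a pool) is not known, and a batch of that kind was not tested further. The paper compared mutant mice with control littermates unless it says otherwise, but does not say that libraries of the same number share a litter.

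Splits of the 6 libraries into groups of 3 were counted for every result across genes, and 3 against 3 allows no smaller share than 1 of 10, so that chance and genotype cannot be told apart by these counts. In c-Kit+ spermatogonia, 1 of 10 splits, the real one, gave as many called genes (0 in all others), and likewise 1 of 10 for the representative genes, the overlap list of Dataset S3 and the Reactome pathways. As many gene sets changed in 3 of 10 splits, and among the 4 splits that part all pairs only in the real one (at most 4 of 5 sets in the others). In Thy1+ spermatogonia, all 10 of 10 splits gave as many called genes, representative genes, overlap list genes and pathways, since each count was 0. As many gene sets changed in 6 of 10 splits, of which only the real one parts all pairs. Between the controls, 1 of 10 splits gave as many genes. With the replicate block, only 1 of the 4 splits that part all pairs, the real one, gave as many genes in Thy1+, in c-Kit+ and between controls, and the others gave 0. For the interaction, 40 of 40 drawn splits, with genotype permuted within each population, gave as many genes (0). In Thy1+ spermatogonia, the split of control replicate 1 and mutant replicates 1 and 3 against the other libraries gave 4709 genes with an unadjusted p under 0.05, against 2151 for the genotypes.

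Between the controls, stromal (median log2 fold change 2.72), macrophage (2.14), peritubular myoid (2.05) and endothelial genes (0.47) were higher in Thy1+ libraries, and mast cell (−2.96), Leydig (−1.46) and germ cell genes (−0.35) were higher in c-Kit+ libraries. Sertoli (0.10) and erythroid genes (0.41) did not pass.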
